# Obesity resistant mechanisms in the Lean polygenic mouse model as indicated by liver transcriptome and expression of selected genes in skeletal muscle

**DOI:** 10.1186/1471-2164-12-96

**Published:** 2011-02-03

**Authors:** Matjaž Simončič, Tadeja Režen, Peter Juvan, Damjana Rozman, Gregor Fazarinc, Catherine Fievet, Bart Staels, Simon Horvat

## Abstract

**Background:**

Divergently selected Lean and Fat mouse lines represent unique models for a polygenic form of resistance and susceptibility to obesity development. Previous research on these lines focused mainly on obesity-susceptible factors in the Fat line. This study aimed to examine the molecular basis of obesity-resistant mechanisms in the Lean line by analyzing various fat depots and organs, the liver transcriptome of selected metabolic pathways, plasma and lipid homeostasis and expression of selected skeletal muscle genes.

**Results:**

Expression profiling using our custom Steroltalk v2 microarray demonstrated that Lean mice exhibit a higher hepatic expression of cholesterol biosynthesis genes compared to the Fat line, although this was not reflected in elevation of total plasma or liver cholesterol. However, FPLC analysis showed that protective HDL cholesterol was elevated in Lean mice. A significant difference between the strains was also found in bile acid metabolism. Lean mice had a higher expression of *Cyp8b1*, a regulatory enzyme of bile acid synthesis, and the *Abcb11 *bile acid transporter gene responsible for export of acids to the bile. Additionally, a higher content of blood circulating bile acids was observed in Lean mice. Elevated HDL and upregulation of some bile acids synthesis and transport genes suggests enhanced reverse cholesterol transport in the Lean line - the flux of cholesterol out of the body is higher which is compensated by upregulation of endogenous cholesterol biosynthesis. Increased skeletal muscle *Il6 *and *Dio2 *mRNA levels as well as increased activity of muscle succinic acid dehydrogenase (SDH) in the Lean mice demonstrates for the first time that changes in muscle energy metabolism play important role in the Lean line phenotype determination and corroborate our previous findings of increased physical activity and thermogenesis in this line. Finally, differential expression of *Abcb11 *and *Dio2 *identifies novel strong positional candidate genes as they map within the quantitative trait loci (QTL) regions detected previously in crosses between the Lean and Fat mice.

**Conclusion:**

We identified novel candidate molecular targets and metabolic changes which can at least in part explain resistance to obesity development in the Lean line. The major difference between the Lean and Fat mice was in increased liver cholesterol biosynthesis gene mRNA expression, bile acid metabolism and changes in selected muscle genes' expression in the Lean line. The liver *Abcb11 *and muscle *Dio2 *were identified as novel positional candidate genes to explain part of the phenotypic difference between the Lean and Fat lines.

## Background

The 20th century is marked by an explosive increase in obesity and metabolic syndrome commencing in populations of the Western world in the 1960's and is becoming a significant burden also in developing nations [1]. Metabolic syndrome encompasses a cluster of deleterious metabolic events characterized by obesity, hyperglycemia, insulin resistance, hypercholesterolemia, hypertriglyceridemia and hypertension. Environmental determinants influencing the development of the metabolic syndrome include low-cost highly palatable foods and the increasing mechanization of transport and manual tasks following the industrial revolution. While the intake of calories gradually declined over the past decades, physical inactivity and its interaction with genetic predisposition to obesity seem to be an increasingly prevalent determinant of metabolic syndrome development [2,3].

Previous research in the field of metabolic syndrome and obesity primarily studied monogenic knockout rodent models [4]. Although murine models with single-gene mutations are useful to study the effects of a few genes with major effect on human obesity, monogenic defects account for only a minority of patients with morbid obesity. In contrast, epidemic proportions of the metabolic syndrome and obesity are ascribed to the polygenic effects, where multiple genes interact with many environmental factors over time [5,6]. Thus, single gene animal models can not explain a large portion of genetic variation that exists in the polygenic form making polygenic obesity mouse models [7,8], such as the lines used herein, a more suitable genetic resource.

Accordingly, we employed Lean and Fat mouse lines developed from the same base population by long-term (over 60 generations) divergent selection for low or high body fat % [9]. These Fat and Lean mouse lines may represent a unique model of the prevalent polygenic form of human obesity and leanness. Because previous research focused mainly on investigating obesity-susceptibility in the Fat line (e.g., [10-12]), we here aimed to elucidate the molecular basis of obesity-resistance in the Lean line.

We performed a thorough phenotypic characterization of the Lean and Fat lines. In addition, a gene-expression analysis was conducted on the liver tissue using the Steroltalk v2 microarray that was previously used to study hepatic lipid homeostasis [13-15]. This custom microarray is designed for detailed studies of genes from the cholesterol homeostasis and drug metabolism networks, including bile acid metabolism, and several genes from the fatty acid and glucose pathways as well as related transporters for the aforementioned processes.

The results of our study combined with previous findings help to identify, at least in part, a molecular basis for the contrasting phenotype between the Lean and Fat mice and substantiate a hypothesis that differences in metabolic interactions between skeletal muscle and liver tissues play an important part in the phenotype divergence between these lines. The Lean mouse line exhibits characteristics that uncover some of the factors involved in genetic predisposition for obesity-resistance that may also be relevant for obesity and metabolic syndrome basic and applied research in humans.

## Methods

### Animals and maintenance

Inbred lean (Lean) and fat (Fat) mouse lines used here were developed by long-term (over 60 generations) divergent selection for low or high body fat % [9,16]. Our previous genetic studies demonstrated that these lines differ in large part due to cumulative action of multiple quantitative trait loci (QTLs) of small to medium sized effects, confirming that these lines may present a valuable model of the polygenic form of leanness/obesity [17-19].

Animals were weaned at 3 weeks of age and one pair of males (usually brothers) was housed per cage. Cages were randomly distributed on the rack in order to minimize localized environmental effects and mice were maintained at 21.5°C (± 0.5) with 12 h light/dark cycle. Mice were fed maintenance chow diet (Altromin 1324, Lage, Germany), containing: crude oil, 4%; crude protein, 19%; crude fibre, 6%; ash, 7%; moisture, 13.5%; metabolizable energy, 11.9 MJ/kg where 24 %, 11 % and 65 % of calories from protein, fat and carbohydrates, respectively. Body weights were recorded at 3, 6, 10 and 14 weeks of age. All procedures on animals were performed according to local ethical and regulatory guidelines, which are all in compliance with the EU regulations regarding research on experimental animals.

### Phenotype measurements and analyses

At 14 weeks of age (± 3 days) a total of 43 Lean and 42 Fat males were sacrificed after four hour fast by decapitation. Samples of blood, liver, entire left epididymal, left abdominal (perirenal and retroperitoneal), left femoral fat, mesenterial fat, heart and striated muscle from *regio cruris *(*m.gastrocnemius*) and thigh muscle (*m. quadriceps*) were weighed, promptly frozen in liquid nitrogen and stored at -80°C.

Blood was collected in Li-heparin tubes (Sarstedt, Germany) and centrifuged within 3 h of collection at 3000 rpm/min, for 10 min at +4°C. Plasma samples of 10 Lean and 10 Fat mice were individually analyzed for total plasma cholesterol, HDL-cholesterol, plasma triglyceride and glucose concentrations. Plasma total cholesterol and triglyceride concentrations were determined by enzymatic assays adapted to microtiter plates using commercially available reagents (BioMerieux, Lyon, France). Plasma HDL-cholesterol levels were measured after precipitation of apolipoprotein (Apo) B-containing lipoproteins with phosphotungstic acid/Mg (Roche Diagnostics GmbH, Mannheim, Germany). Non-HDL cholesterol was obtained by subtraction of HDL-cholesterol values from total plasma cholesterol.

Plasma lipoproteins were separated by gel filtration chromatography using a Superose 6 HR 10/30 column (Pharmacia, Sweden). The gel was allowed to equilibrate with 10 mM phosphate-buffered saline (PBS) containing 0.01% (wt/vol) EDTA and 0.01% (wt/vol) sodium azide. Plasma was eluted with the buffer at room temperature at a flow rate of 0.2 ml per minute. The effluents were collected in 0.22 ml fractions. Cholesterol and triglyceride concentrations were determined in the eluted fractions as described above.

Cholesterol distribution among lipoproteins was obtained by separation of the major lipoprotein classes (VLDL, IDL+LDL, and HDL) by fast protein liquid chromatography (FPLC) carried out on 200 μl of plasma sample for Fat and Lean line, according to procedure previously detailed [12]. Cholesterol concentrations were determined in the eluted fractions.

Analysis of hepatic lipids in individual samples of 10 Lean and 10 Fat mice was carried out using frozen liver tissue (50 mg) which was homogenized in SET buffer (1 mL ; sucrose 250 mM, EDTA 2 mM and Tris 10 mM), followed by two freeze-thaw cycles and three passages through a 27-gauge syringe needle and a final freeze-thaw cycle to ensure complete cell lysis. Protein content was determined with the BCA method and triglyceride and cholesterol was measured as described above.

Differences between the lines in all measured phenotypic parameters were tested by an unpaired Student *t*-test on untransformed data as the data exhibited normal distribution.

### SDH activity of striated muscles

Oxidative capacity of the muscle fibres (mid-portion of *m. gastrocnemius*) was determined by the mitochondrial succinate dehydrogenase (SDH) assay as described previously [20]. Briefly, 10 μm thick cryostat sections were incubated for 45 minutes at 37°C in a moisture chamber with the medium composed of equal volumes of 0.2 M phosphate buffer saline (pH 7.6), 0.2 M disodium succinate and aqueous solution of nitro-BT (1 mg/ml). After incubation the slides were washed in tap water, dehydrated and mounted with Synthetic Mountant (Shandon, USA). SDH has an important role in metabolism of tricarbonic acids by the Krebs cycles. In the histochemical reaction the enzyme takes over the hydrogen from disodium succinate and transfers it to the tetrasolium salt (NBT), which turns visible in the form of blue formazan granules.

To analyze the SDH activity in muscle fibres a Nikon Microphot FXA microscope (Nikon Instruments Europe BV, Badhoevendorp, The Netherlands) and the Lucia-G analyzing software (Laboratory Imaging, Prague, Czech Republic) were used. In total 12 of each Lean and Fat line mice were analyzed. 150 muscle fibres of each mouse were measured by densitometry. Higher % densitometry indicated higher transparency resulting from lower SDH-enzyme activity.

### RNA isolation

10 liver samples were individually homogenized for 10 s using an Ultra-Turrax T8 homogenizer (IKA Labortechnik, Germany) and RNA extracted in »batches« (a pair of Fat and Lean line samples simultaneously) using TRIzol reagent (TRIzol^® ^reagent, Invitrogen, Life technologies). RNA quality was evaluated by ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, USA) and Agilent 2100 bioanalyzer. According to the given RINs (RNA integrity number) a pairwise comparison between Fat and Lean line RNA samples was made in order to couple samples with least quality divergence. RIN values of all samples ranged from 7.5-8.5 suggesting low variability and high overall quality. Maximal tolerated RNA quality divergence for a pair of Lean and Fat-line samples co-hybridized on the same microarray was ± 0.5 RIN.

### Microarray experiment

The Steroltalk v2 cDNA microarray used here was a next generation of the previously described Sterolgene v0 array [14] with additional cDNA probes detecting a total of 278 mouse genes from selected metabolic pathways relevant to obesity research. The design and preparation of these additional probes was the same as described [14]. The Steroltalk v2 cDNA microarray was focused on targeted functional groups such as enzymes from cholesterol biosynthesis (18/21 probes; coverage 85.7%), nuclear receptor families (45/49 probes; coverage 93.75%; http://www.nursa.org/) and members of the cytochrome P450 (38/103 probes, coverage 36.9%) [14]. Additionally, key enzymes of glucose and fatty acid metabolism; transporters of xenobiotics, cholesterol and bile acids; and proteins involved in cholesterol plasma transport, circadian rhythm, and selected cell signalling pathways involved in the regulation of cholesterol homeostasis were included. A full list of genes contained on the custom Steroltalk v2 array along with associated functional groups is provided in Additional file 1.

Individual total RNA samples from 10 Lean and 10 Fat-line animals were labelled using Cy3 and Cy5 dye. To 20 μg of Lean and Fat line total RNA sample, spike of control RNAs was added: 250 pg of Firefly Luciferase mRNA (Promega, Madison, WI, USA) and 0.5 μL of either test or reference spike mix from Lucidea Universal Scorecard kit (Amersham Biosciences, GE Healthcare UK limited, Little Chalfont, UK). mRNA was reverse transcribed to amino-allyl cDNA using 2.5 μg of Oligo dT (Invitrogen, Carlsbad, CA, USA), 400 U of SuperScript™ III Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA) and 1 μL of 10 mM amino-allyl dUTP (Sigma, St Louis, MI, USA) according to the manufacturer's protocol. Reactions were stopped after 2 hours by addition of 10 μL of 0.5 M EDTA and of 1 M NaOH and were further incubated at 65°C for 15 min. 10 μL of 1 M HCl was added and cDNA was purified using MinElute PCR Purification Kit (Qiagen GmBH, Hilden, D) according to the manufacturer's protocol with exception of using a phosphate buffer (5 mM KPO_4 _pH 8.5 in 80% ethanol) for the washing step and MilliQ water for elution. Purified amino-allyl cDNA was dried and resuspended in 4.5 μL of 0.2 M Na_2_CO_3 _(pH 9.0) and 4.5 μL of cyanin-3 or cyanin-5 dye in DMSO (Amersham Biosciences, GE Healthcare UK limited, Little Chalfont, UK). The labelling reaction was incubated at room temperature for two hours, precipitated by addition of 35 μL of 0.1 M Na acetate (pH 5.2) and purified reaction using a MinElute PCR Purification Kit (Qiagen GmBH, Hilden, D) were added. Labelled cDNA was eluted in water and 1 μL was used for evaluation on ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, Delaware, USA). 10 Lean and Fat line cDNA samples, respectively, were co-hybridized in pairs and dye swaps were performed. Using LifterSlip cover glasses (Erie Scientific Company, Portsmouth, NH, USA) samples were hybridized for 16 h at 65°C using buffers 3×SSC and 0.2% SDS in humidified hybridization chambers (HybChambers, GeneMachines, San Carlos, CA, USA). The slides were washed and scanned as described [14].

Images were analyzed using Array-Pro Analyzer 4.5 (Media Cybernetics, Bethesda, MD, USA). Three arrays did not pass quality control parameters (mainly too high signal to noise ratios) and hence 17 arrays were included in downstream statistical analyses. Data were normalized using OWNormalize, a widget for explorative normalization of focused microarrays, implemented within Orange software [21]. Data were first filtered to exclude spots of low quality and then normalized using LOWESS fit to "spike in" control RNAs (Firefly luciferase and Lucidea Universal Scorecard) according to their average intensity. The raw and normalized gene expression data of 17 arrays together with experimental information are deposited in Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/, accession number GSE24967) in compliance with MIAME standards [22]. Differential expression was assessed using Student's t-test at probability of type I error α=0.05. Expression of genes was considered on individual basis and therefore no multiple testing correction has been applied.

### Quantitative reverse transcription polymerase chain reaction (qRT-PCR)

A random selection of differentially expressed genes from the microarray experiment and some genes not represented on the array (for assaying in muscle tissue) were assayed by the qRT-PCR to validate array results (Table 1 Table 2, and Figure 1). The same liver RNAs were used as originally in the array experiments. In analyses of muscle genes, 8 and 10 RNAs from the Lean and Fat were used, respectively - again, using the same animals as used in the array experiment. Briefly, 1 μg of total RNA was DNAse I (Sigma, St Louis, MI, USA) treated, reverse-transcribed (SuperScript™ III, Invitrogen, USA) using random primers (Promega, USA) and Platinum^® ^SYBR^® ^Green qRT-PCR SuperMix-UDG (Invitrogen, Carlsbad, CA, USA) and analyzed on an ABI PRISM 7900 HT (PE Applied Biosystems, Foster City, CA, USA) according to the manufacturer's protocols. Internal controls were *18 S rRNA *for liver and *Actb *(beta-actin) for muscle. Relative transcript levels were statistically analyzed using the comparative Ct (cycle threshold) and -ΔΔCt values [23]. Single-factor analysis of variance and a probability of type I error α=0.05 was used to determine statistical significance in SPSS 14.0 (SPSS Inc., Chicago, Illinois, USA). Primer sequences are provided in Table 1.

**Table 1:** Primer sequences used in quantitative qRT-PCR analyses

Gene name	Gene symbol	Sense primer (5'-3')	Antisense primer (5'-3')
3-hydroxy-3-methylglutaryl-Coenzyme A reductase	*Hmgcr*^1^	cttgtggaatgccttgtgattg	agccgaagcagcacatgat
Low density lipoprotein receptor	*Ldlr*^1^	aggctgtgggctccatagg	tgcggtccagggtcatct
Insulin induced gene 1	*Insig1 *^2^	tcacagtgactgagcttcagca	tcatcttcatcacacccaggac
Peroxisome proliferator activated receptor α	*Ppara *^3^	cctcttcccaaagctccttca	cgtcggactcggtcttcttg
Deiodinase iodothyronine type II	*Dio2^4^*	Mm00515664_m1	
Interleukin-6	*Il6^4^*	Mm00446190_m1	
Glucose-6 phosphatase	*G6Pc^4^*	Mm00839363_m1	
18 S ribosomal RNA	*18S*^5^	cgccgctagaggtgaaattc	ttggcaaatgctttcgctc
β-actin	*Actb*	ccgtgaaaagatgacccagatc	cacagcctggatggctacgt

^1 ^Reference [41]; ^2 ^Reference [42]; ^3 ^Reference [43] ; ^4 ^Assay-on-demand (Applied Biosystems) ^5 ^Reference [44]

**Table 2:** Differential gene expression in skeletal muscle between the Lean and Fat mice

SKELETAL MUSCLE (gene name)	Gene symbol	log_2 _ratio (qRT-PCR) *	L:F**
Interleukin-6	*Il6*	0.71*	↑
Deiodinase iodothyronine type II	*Dio2*	-0.5*	↓

*P < 0.05

**Up arrow indicates increased mRNA expression in the Lean (L) line and down arrow decreased expression in the Lean line compared to the Fat (F) line

**Figure 1:**
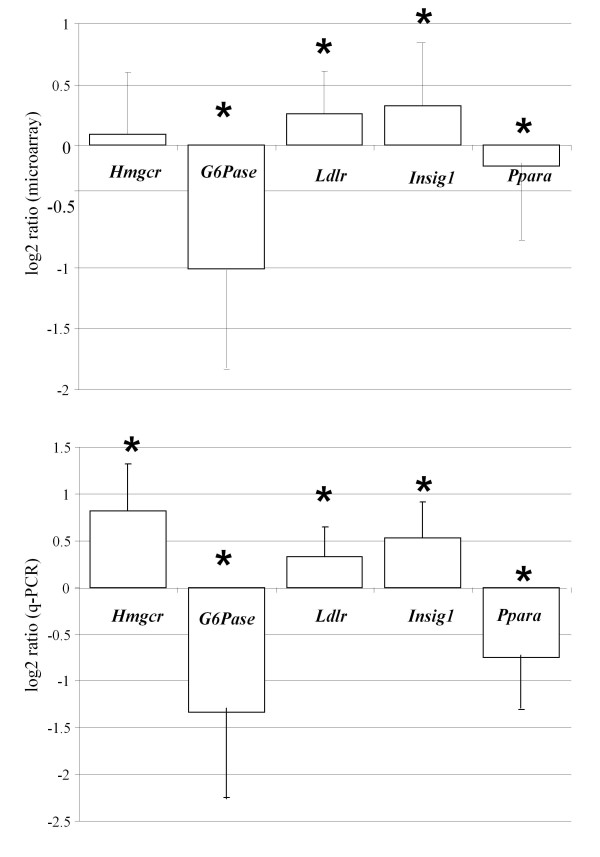
**Comparison of randomly selected genes in the microarray experiment and by qRT-PCR method**. Five genes shown to be differentially expressed by the microarray analysis (upper panel) were randomly selected for validation by qRT-PCR (lower panel). All five genes also showed statistical significant differences (*P < 0.05) between the Lean and Fat line by qRT-PCR as well as the same direction of gene-expression differences supporting the credibility of microarray experiment. Average log_2 _ratios +/- standard errors are displayed.

## Results

### Lean mice exhibit a liver transcriptome profile suggesting improved cholesterol homeostasis, bile acid, glucose and lipoprotein metabolism

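Liver RNA from 10 Lean and 10 Fat males was measured on Steroltalk v2, a cDNA microarray of selected metabolic genes. Each array held the RNA of 1 Lean and 1 Fat mouse, labelled with Cy3 and Cy5, and log2 ratios are given as Lean over Fat throughout. The 17 arrays cover 10 pairs of mice, of which 7 pairs were hybridised in both dye orientations and 3 in a single one. Each array carried 855 spots of 284 mouse gene probes for 274 named genes, apart from 3 probes whose gene could not be named. The deposited scanner files hold the intensity of each spot and of its local background, before normalization. The share of gene spots above background in both channels ranged from 34.9% to 78.8% of spots per array, with a median of 58.5%, and the median gene spot signal ranged from 75.14 to 1071 in the Lean channel and from 67.24 to 828 in the Fat channel. From these files, background was corrected by normexp with an offset of 50, and each array was normalized by a LOWESS fit to spike-in control RNAs. The authors fitted theirs to the luciferase and Scorecard controls after leaving out low-quality spots, while here the luciferase and the Scorecard calibration controls were used, without the Scorecard ratio controls and without that filter. Spots of a probe and then the arrays of a pair were averaged, so that n is 10 pairs, and each probe's mean was tested against 0 with limma. The pairing follows the methods, by which RNA was extracted and co-hybridised in pairs of similar RNA quality. In the scanner files, each of the 8 spike-in controls made to differ between the channels had the same sign on 17 of 17 arrays. No array was turned by its dye label, so the channel read as Lean held the same spike mix throughout. This cannot check the dye labels, nor an exchange of the lines on all arrays. On pair 10's array with Lean in Cy3 the controls Lratio1 and Lratio2 were at -0.059 and 0.090, against means of -1.02 and 1.02. Between the arrays of a dye-swapped pair the correlation across genes, which are not independent replicates, was on average 0.21 (SD 0.17, n = 7 pairs), against 0.55 when LOWESS was fitted to all gene spots. In simulated arrays ratios came out smaller than planted, with log2 ratios of 0.6 estimated at 0.40 on average, and 10 of 20 probes with a ratio of 0.3 and 20 of 20 with 0.6 were called. The simulation left 224 of 284 probes unchanged and gave every gene the same spread between pairs. It also gave genes and spike-ins the same dye curve, equal on all arrays apart from its sign, which a spike-in fit can remove. Whether the real arrays meet this was not tested. The shares called in the simulation therefore need not hold for the real genes, some of which vary more between pairs. The number of pairs limits the precision of every ratio.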

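In the liver of Lean mice 8 of 284 gene probes were higher and 2 were lower than in Fat mice at an adjusted p under 0.05 (limma, n = 10 pairs). The largest differences were in complement genes of opposite direction. C4b, a component of the classical complement pathway, was 2.53-fold higher in Lean mice (log2 ratio 1.34, standard error 0.12, adjusted p = 4.42e-06), and C9, which completes the membrane attack complex, was 2.34-fold higher in Fat mice (log2 ratio -1.23, standard error 0.08, adjusted p = 1.37e-07). Both held in 10 of 10 pairs (exact two-sided sign-flip permutation test, p = 0.00195, the smallest p that 10 pairs allow). Crp, which encodes the acute phase C-reactive protein, rose by a log2 ratio of 0.23 (standard error 0.05, adjusted p = 0.0307), and Acss2, which makes cytosolic acetyl-CoA from acetate, rose by 0.35 (standard error 0.09, adjusted p = 0.0487), each in 10 of 10 pairs. The other genes that passed were Abcb11, Cyp8b1, Cyp1a2, Adipor2 and Lip1, higher in Lean mice, and Slco1a4, lower. Further serum protein genes did not pass the adjusted threshold. Apcs, serum amyloid P, had a log2 ratio of 0.54 (standard error 0.16, adjusted p = 0.109), Hpxn, hemopexin, 0.28 (standard error 0.08, adjusted p = 0.0625) and Orm1, orosomucoid, -0.22 (standard error 0.10, adjusted p = 0.320). Among genes of lipid metabolism, Acat2 had a log2 ratio of 0.25 and Apoa2 of 0.17, with adjusted p of 0.214 and 0.196. Apcs, Hpxn, Orm1, Acat2 and Apoa2 did pass the paper's threshold, an unadjusted p under 0.05 (limma). Nos1, nitric oxide synthase of neurons, had a ratio of 0.049 (standard error 0.050, adjusted p = 0.683), with a direction that turned under median centring, and its probe was above background in 5 Lean and 3 Fat channels of 17 arrays. At an unadjusted p under 0.05, 43 probes passed, 28 higher and 15 lower in Lean mice, a balance that turned to 18 and 22 with no background subtraction and was 60 and 10 with array weights. None of the 34 gene lists tested moved on balance in one direction by fry at an adjusted p under 0.05, and none did by camera with an estimated correlation. With median centring in place of the spike-in fit, 3 probes were higher and 2 lower, or 60% of the calls higher against 80%. Hpxn passed in 5, Apcs in 4, Apoa2 in 3 and Acat2 in 1 of 33 alternative settings. The Crp call ended in 15 and the Acss2 call in 14 of 33 alternative settings, and Acss2 stood apart in pair 1, at 1.12.

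**Figure D1:**
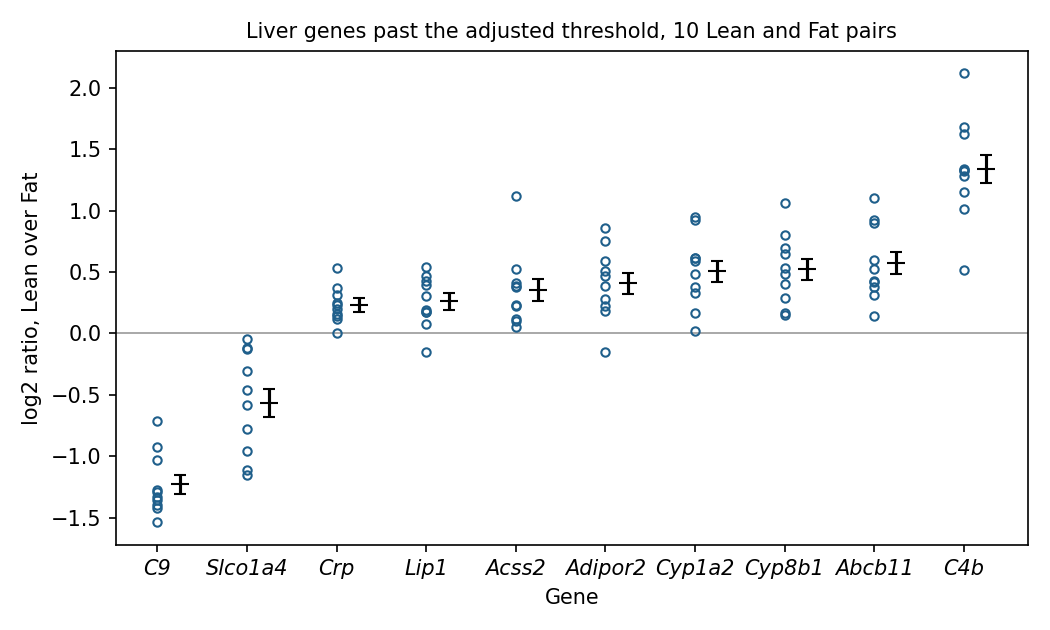
Log2 ratios of Lean over Fat (vertical axis) of the 10 genes past the adjusted threshold (horizontal axis). Circles are the 10 pairs of mice, and the black bar is their mean with its standard error from limma. C9 and Slco1a4 lie below 0 and C4b above 0 in every pair, while Adipor2 and Lip1 have 1 pair below 0.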

Analysis of Steroltalk v2 microarray data identified 38 differentially expressed genes (P < 0.05) that were further separated into metabolic pathway groups such as cholesterol biosynthesis pathway, bile and glucose metabolism, drug metabolism and others (Table 3). Gene-expression differences as well as their statistical significances were confirmed by qRT-PCR (Figure 1). Expression of several genes involved in the cholesterol biosynthesis pathway was found to be elevated in Lean mice (Table 3), suggesting that liver cholesterol production might also be elevated compared to the Fat mice. In addition, the *Insig1 *gene, a potent regulator of cholesterol biosynthesis transcription factors and a modulator of HMG-CoA reductase protein ubiquitination, was also expressed at a higher level in Lean mice (Table 3).

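None of the 17 genes of cholesterol biosynthesis on the array passed an adjusted p of 0.05 between Lean and Fat liver (limma, n = 10 pairs). Of these genes 16 had a log2 ratio above 0, with a median of 0.13, where 69.4% of all 284 probes lay above 0. None was called when adjusted over the list alone either. Fdps, which makes farnesyl diphosphate, had the largest ratio, 0.25 (standard error 0.13, adjusted p = 0.425), and was higher in Lean mice in 9 of 10 pairs. Mvd, of the mevalonate part of the pathway, had a log2 ratio of 0.19 (standard error 0.09, adjusted p = 0.316), and Sc5d, of its sterol part, 0.16 (standard error 0.07, adjusted p = 0.316). These and Sqle, squalene epoxidase, at 0.13, were the 3 genes at an unadjusted p under 0.05, Sqle being named here because of its p. Fdft1, squalene synthase, had a ratio of 0.16, Lss, lanosterol synthase, of 0.14, Mvk, mevalonate kinase, of 0.12 and Nsdhl, of the sterol demethylation steps, of 0.08, with adjusted p from 0.454 to 0.584. For the group as a whole, fry, which does not compare it with other genes, gave p = 0.0569 (adjusted p = 0.315 over 34 lists), and camera gave an adjusted p = 0.995 with an estimated correlation. The median of the group was 0.22 in slide series A and 0.038 in series B alone, where the Fdps ratio turned to -0.020, and Fdps and Sc5d each passed in 1 of 33 alternative settings, Fdps in one that counts the arrays of a dye-swapped pair separately. Lss stood apart in pair 4, at -0.70, and without this pair its log2 ratio was 0.23 (adjusted p = 0.0473 from limma). From the elevated expression of several of these genes in Table 3, the paper proposes that cholesterol production in the liver might also be higher in Lean than in Fat mice.

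**Figure D2:**
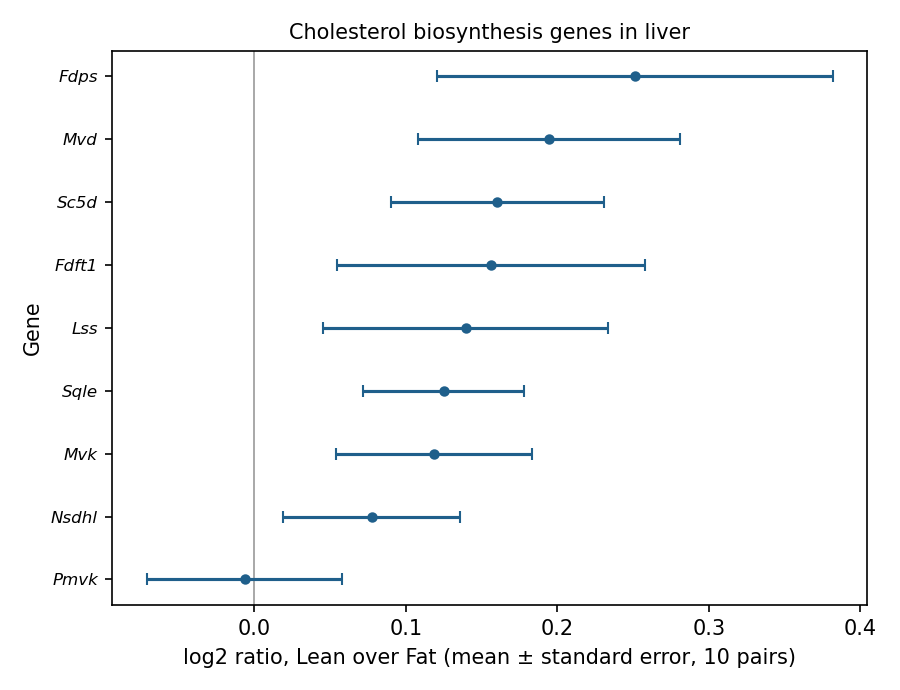
Log2 ratios of Lean over Fat (horizontal axis) of the cholesterol biosynthesis genes named above and of Pmvk (vertical axis, ordered by ratio). Points are means over 10 pairs with the standard error from limma, and Pmvk, shown because its ratio was seen to lie below 0, is the one on that side with the spike-in normalization.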

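Insig1, which holds the SREBP precursors in the endoplasmic reticulum when sterols are abundant, had a mean log2 ratio of 0.24 (standard error 0.11, n = 10 pairs). It was higher in Lean mice in 7 of 10 pairs (exact two-sided sign-flip permutation test, p = 0.0996). The adjusted p was 0.331 and the unadjusted p was 0.0512, both from limma. Its mean log2 intensity was 9.62 ± 0.66 (SD, n = 10 mice) in the Lean and 9.38 ± 0.63 (SD, n = 10) in the Fat channel. Insig1 passed the adjusted threshold in 1 of 33 alternative settings.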

**Table 3:** Differential expression between the Lean and Fat mice in liver genes

Gene name	Gene Symbol	GeneBank Code	Log_2 _ratio*	L:F**
**Cholesterol metabolism**				
Mevalonate kinase	*Mvk*	NM_023556	0.11	↑
NAD(P) dependent steroid dehydrogenase-like	*Nsdhl*	BC019945	0.15	↑
Sterol-C5-desaturase (fungal ERG3, delta-5-desaturase) homolog (S. cerevisae)	*Sc5d*	BC024132	0.27	↑
Mevalonate (diphospho) decarboxylase	*Mvd*	NM_138656	0.29	↑
Lanosterol synthase	*Lss*	NM_146006	0.33	↑
Farnesyl diphosphate synthetase	*Fdps*	NM_134469	0.41	↑
Farnesyl diphosphate farnesyl transferase 1	*Fdft1*	NM_010191	0.44	↑
Acyl-CoA synthetase short-chain family member 2	*Acss2*	NM_019811	0.36	↑
***Bile acid and glucose metabolism***				
Glucose-6-phosphatase, catalytic	*G6Pc*	NM_008061	-1.01	↓
Pyruvate dehydrogenase (lipoamide) beta	*Pdhb*	NM_024221	-0.28	↓
Solute carrier organic anion transporter family, member 1a4	*Slco1a4*	NM_030687	-0.71	↓
Solute carrier organic anion transporter family, member 1a1	*Slco1a1*	AY195868	-0.49	↓
Solute carrier organic anion transporter family, member 1b2	*Slco1b2*	NM_020495	-0.36	↓
Solute carrier family 10 (sodium/bile acid cotransporter family), member 1	*Slc10a1*	BC094023	-0.13	↓
ATP-binding cassette, sub-family G (WHITE), member 5	*Abcg5*	NM_031884	-0.15	
ATP-binding cassette, sub-family B (MDR/TAP), member 11	*Abcb11*	NM_021022	0.65	↑
Cytochrome P450, family 8, subfamily b, polypeptide 1	*Cyp8b1*	NM_010012	0.52	↑
**Drug metabolism**				
Cytochrome P450, family 2, subfamily a, polypeptide 5	*Cyp2a5*	BC011233	-0.52	↓
Cytochrome P450, family 2, subfamily b, polypeptide 10	*Cyp2b10*	AK028103	-0.44	↓
Cytochrome P450, family 2, subfamily b, polypeptide 9	*Cyp2b9*	NM_010000	-0.38	↓
Cytochrome P450, family 2, subfamily b, polypeptide 9	*Cyp2b9*	NM_007813	-0.38	↓
Cytochrome P450, family 3, subfamily a, polypeptide 41A	*Cyp3a41a*	NM_017396	-0.37	↓
Cytochrome P450, family 2, subfamily c, polypeptide 69	*Cyp2c69*	NM_010004	0.34	↑
Cytochrome P450, family 1, subfamily a, polypeptide 2	*Cyp1a2*	NM_009993	0.41	↑
**Others**				
Complement component 9	*C9*	BC011137	-1.37	↓
Serum amyloid P-component	*Apcs*	BC061125	0.46	↑
Complement component 4B (Childo blood group)	*C4b*	BC067409	1.55	↑
C-reactive protein, pentraxin-related	*Crp*	NM_007768	0.25	↑
Orosomucoid 1	*Orm1*	BC012725	-0.34	↓
Hemopexin	*Hpxn*	BC019901	0.12	↑
Nuclear receptor subfamily 5, group A, member 2 (LRH-1)	*Nr5a2*	NM_030676	0.16	↑
Acetyl-Coenzyme A acetyltransferase 2	*Acat2*	NM_009338	0.22	↑
Apolipoprotein A-II	*Apoa2*	BC031786	0.23	↑
Lysosomal acid lipase A	*Lip1*	NM_021460	0.23	↑
Low density lipoprotein receptor	*Ldlr*	BC019207	0.27	↑
Insulin induced gene 1	*Insig1*	NM_153526	0.33	↑
Nitric oxide synthase 1, neuronal	*Nos1*	BC066101	0.34	↑
Adiponectin receptor 2	*Adipor2*	NM_197985	0.35	↑

*Data represent log2 ratios of Lean (L) versus Fat (F) line (p < 0.05*)*.

**Up arrow indicates increased mRNA expression of particular gene in the Lean (L) line and down arrow decreased expression in the Lean line.

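Slco1a4, an organic anion transporter of the basolateral hepatocyte membrane, was 1.48-fold higher in Fat than in Lean liver (log2 ratio -0.56, standard error 0.12, adjusted p = 0.0132 from limma, n = 10 pairs). Its ratio was below 0 in 10 of 10 pairs. The related transporter Slco1a1 had a log2 ratio of -0.30 (standard error 0.10, adjusted p = 0.183), and Slco1b2 had a ratio of -0.21 (standard error 0.08, adjusted p = 0.239). Slc10a1, the sodium-dependent bile acid carrier, was measured by 2 probes, with log2 ratios of -0.12 and -0.08 (adjusted p = 0.577 and 0.726). Abcg5, which with Abcg8 carries sterols into bile, had a ratio of -0.24 (standard error 0.11, adjusted p = 0.316), below 0 in 6 of 10 pairs. At the paper's unadjusted p under 0.05, Slco1a1, Slco1b2 and Abcg5 passed (p = 0.00965, 0.0252 and 0.0402 from limma), and Slc10a1 did not. Of 7 genes of bile acid and anion uptake, 1 was lower and none was higher over all probes, and 2, Slco1a4 and Slco1a1, were lower when adjusted over the list alone. As a group they had a median log2 ratio of -0.12 and did not pass fry (p = 0.0202, adjusted p = 0.288), while with LOWESS on all gene spots they passed fry (adjusted p = 0.00186, from 1.88e-05 to 0.636 over the alternatives) but not camera with an estimated correlation (adjusted p = 0.0706, from 0.0378 to 0.996). The median of the group was -0.066 without pair 9 and -0.059 with array weights. In Lean mice Slco1a4 was above background on 12 of 17 arrays, against 17 of 17 in Fat mice, and its call ended within either slide series and by a t-test over the pairs. Slco1a1 stood apart in pair 10, at 0.57, and passed in 12 of 33 alternative settings, Slco1b2 passed in 2, Abcg5 stood apart in pair 9, at -1.14, and both Slc10a1 probes turned direction under median centring.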

Transporter genes involved in the uptake of plasma bile acids into hepatocytes such as *Slco1a1, Slco1a4, Slco1b2, Slc10a1*, and the cholesterol efflux transporter *Abcg5 *were down-regulated in Lean mice. However, *Abcb11*, which controls bile acid excretion, was up-regulated. 

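Abcb11, the bile salt export pump of the canalicular membrane, was 1.49-fold higher in Lean liver (log2 ratio 0.57, standard error 0.09, adjusted p = 0.00187 from limma). Each of the 10 pairs showed this direction (exact sign-flip permutation test, p = 0.00195). Of 7 canalicular export transporters, Abcb11 was the one that rose, also when adjusted over the list alone, and none fell. The list as a whole went both ways, with 2 members above and 5 below 0, a median of -0.09 and an adjusted p of 0.870 by fry. In the 5 pairs of slide series B alone the Abcb11 ratio was 0.41 and no longer passed (adjusted p = 0.0644 from limma).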

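Cyp8b1, the sterol hydroxylase that sets the share of cholic acid among bile acids, was 1.44-fold higher in Lean than in Fat liver (log2 ratio 0.52, standard error 0.08, adjusted p = 0.00208 from limma). The ratio was above 0 in 10 of 10 pairs. Of 8 genes of bile acid synthesis on the array, Cyp8b1 rose, none fell and 7 did not pass the test, with the same count when adjusted over the list alone. The group did not move as a whole by fry (adjusted p = 0.513), with a mean log2 ratio of 0.07 and a median of -0.00088. The call of Cyp8b1 ended with median centring and within either slide series alone, where 5 pairs remained, at log2 ratios of 0.54 in series A and 0.51 in series B.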

*Cyp8b1*, a gene encoding a bile acid synthesis enzyme, was also expressed at a higher level in Lean mice (Table 3).

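G6Pase, which releases free glucose in the last step of gluconeogenesis, had a mean log2 ratio of -0.71 (standard error 0.21, n = 10 pairs), a ratio of Fat over Lean of 1.64. Its ratio was below 0 in 8 of 10 pairs (exact two-sided sign-flip permutation test, p = 0.0215), and its adjusted p was 0.102 from limma. Pdhb, a subunit of the pyruvate dehydrogenase that turns pyruvate into acetyl-CoA, had a log2 ratio of -0.18 (standard error 0.06, adjusted p = 0.214), also below 0 in 8 pairs. Both passed an unadjusted p of 0.05, with p = 0.0043 for G6Pase and 0.0142 for Pdhb from limma. Of 8 genes of gluconeogenesis and its regulators none passed over all probes, and G6Pase was lower when adjusted over the list alone. As groups, neither these genes (adjusted p = 0.870 by fry) nor 8 genes of glycolysis and pyruvate oxidation (adjusted p = 0.707) nor the 10 carbohydrate metabolism genes of the array (adjusted p = 0.981) moved. G6Pase passed the adjusted threshold in 12 of 33 alternative settings, the authors' value table among them. Pdhb passed in 3, and its direction turned with median centring, to 0.015.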

Gluconeogenesis genes *G6Pc (*glucose-6-phosphatase, catalytic) and *Pdhb *(pyruvate dehydrogenase beta) were markedly down-regulated in Lean mice supporting previously identified predisposition of Lean line to normoglycemia and resistance to diabetes development (Table 3).

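Adipor2, a receptor of adiponectin, was 1.33-fold higher in Lean liver (log2 ratio 0.41, standard error 0.09, adjusted p = 0.0138 from limma, n = 10 pairs), with 9 of 10 pairs in this direction. Lip1, which encodes lysosomal acid lipase, was 1.20-fold higher (log2 ratio 0.26, standard error 0.07, adjusted p = 0.0487), also in 9 of 10 pairs. The Lip1 call ended in 18 and the Adipor2 call in 7 of 33 alternative settings, median centring among both, with unchanged direction.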

The *Ldlr, Lip1 *and *Adipor2 *receptors were up-regulated in livers of Lean mice suggesting that livers of Lean mice have an increased ability to capture atherogenic LDL-cholesterol as well as to respond to the white adipose tissue derived hormone adiponectin. In contrast, the transcription factor *Ppara*, involved in triglyceride homeostasis, was down-regulated in Lean mice (Table 3).

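Ppara, the nuclear receptor that drives fatty acid oxidation genes, had a mean log2 ratio of -0.10 (standard error 0.13 from limma, which pools variance over genes, n = 10 pairs; 95% confidence interval -0.43 to 0.23 from the SD of the pairs by itself) and did not pass the test (adjusted p = 0.740 from limma). Its ratio was below 0 in 6 and above 0 in 4 of the 10 pairs (exact two-sided sign-flip permutation test, p = 0.527). Of 4 known PPAR alpha target genes on the array none passed, over all probes or when adjusted over the list alone, and the group did not move by fry (adjusted p = 0.640, median log2 ratio -0.08). Cpt1a, which admits fatty acids into mitochondria, had the largest ratio of them, -0.15 (standard error 0.17, adjusted p = 0.717). The direction of Ppara turned with median centring, at 0.045, in the pairs of slide series B, at 0.079, and without pair 9, at 0.0066.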

Many of the cytochromes P450 functioning in drug and steroid hormone metabolism were down-regulated (*Cyp2a5*, *Cyp2b10*, *Cyp2b9 *and *Cyp3a41*) although two (*Cyp2c69 *and *Cyp1a2*) were up-regulated (Table 3). However, it is important to note that the cDNA probes used on the microarrays do not enable efficient differentiation between the aforementioned CYP members, which share a relatively high sequence homology. For example, probes for *Cyp2b10 *and *Cyp2b9 *cross-react with other *Cyp2b *family members, and the same holds true for the *Cyp2c*, *Cyp3a *and *Cyp2a *probes. Therefore, to determine exactly which gene from the CYP2,3 families is differentially expressed in our lines, future experiment based on allele-specific hybridization probes or gene specific RT-PCR assays should be conducted.

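Among the cytochromes P450 of drug metabolism, Cyp1a2, which oxidises aromatic amines and caffeine, was 1.42-fold higher in Lean liver (log2 ratio 0.51, standard error 0.09, adjusted p = 0.00301 from limma, 10 of 10 pairs). It was the one of 19 drug metabolism genes that passed, also when adjusted over the list alone. The Cyp2a, Cyp2b and Cyp3a genes of Table 3 had ratios below 0 that did not pass the adjusted threshold. At the paper's unadjusted p under 0.05, Cyp3a41, Cyp2b9, Cyp2b10 and Cyp2b13 passed (p from 0.0155 to 0.0174, limma). The Cyp2a probe did not (p = 0.0875, limma). Cyp3a41 had a log2 ratio of -0.45 (standard error 0.16, adjusted p = 0.214), the Cyp2a4 probe, listed in Table 3 as Cyp2a5, -0.34 (standard error 0.19, adjusted p = 0.452), Cyp2b9 -0.31 (standard error 0.11, adjusted p = 0.214), and Cyp2b10 and Cyp2b13 -0.24 each, with the same adjusted p as Cyp2b9. Over 33 alternative settings Cyp2b9 passed in 6, with ratios as low as -1.29 among them, and Cyp2b13 and Cyp3a41 passed in 3 each. The Cyp2c40 probe, Cyp2c69 in Table 3, had a ratio of 0.24 (standard error 0.11, adjusted p = 0.322, unadjusted p = 0.0488 from limma) and turned to -0.064 in the pairs of slide series B. Of 11 target genes of the xenobiotic receptors CAR and PXR, 10 lay below 0 with a median of -0.24. The transporter Slco1a4 was lower over all probes, and 6 genes were lower when adjusted over the list alone. Fry gave p = 0.0339 for this list (adjusted p = 0.288), and 8 genes known to be higher in female than in male mouse liver, 6 of them shared with it, gave an adjusted p of 0.315 with 1 lower over all probes and 4 lower when adjusted over the list alone. The 19 drug metabolism genes as a group gave an adjusted p of 0.707. By fry's mixed test, which asks for change in either direction, the drug metabolism genes (adjusted p = 0.0056) and the CAR and PXR targets (adjusted p = 0.0303) passed, and the female-predominant genes did not (adjusted p = 0.0635). Cyp2b9 was above background in 5 Lean and 12 Fat channels of 17 arrays and Cyp2b10 in 9 and 14, and the Cyp1a2 call ended in 9 of 33 alternative settings, median centring among them.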

### Lean mice display an improved profile of adiposity, plasma lipoproteins, plasma bile acids and liver triglycerides parameters

Food intake analysis demonstrated statistically non-significant differences between Lean and Fat mice (data not shown) supporting previous findings that Lean and Fat mice, despite the large phenotypic difference, consume equal amounts of food [24]. Lean line males compared to the Fat males exhibited significantly lower body fatness at 14-weeks of age across all dissected fat depots (Table 4). The relative weight (normalized to body weight) of abdominal, femoral, epididymal and mesenterial fat of Lean mice was approximately 5.4, 4.0, 7.0 and 3.5 fold lower compared to Fat line males, respectively. On the contrary, the relative heart weight was 1.34 fold higher in Lean versus Fat mice.

**Table 4:** Weights of fat depots and heart normalized to body weight in Lean and Fat mice

Parameter	Lean mice*	Fat mice*	No. of individuals
BODY WEIGHT at 14 weeks (g)	28.17 ± 1.15	41.76 ± 3.22*	L = 23; F = 24
ABDOMINAL FAT			
ratio (mg/g body wt)	1.86 ± 069	9.97 ± 1.08^a^	L = 43; F = 42
FEMORAL FAT			
ratio (mg/g body wt)	4.43 ± 1.2	17.67 ± 2.32 ^a^	L = 43; F = 42
EPIDIDYMAL FAT			
ratio (mg/g body wt)	3.34 ± 0.85	23.24 ± 3.12 ^a^	L = 43; F = 42
MESENTERIAL FAT			
ratio (mg/g body wt)	6.43 ± 1.26	22.33 ± 3.87 ^a^	L = 18; F = 15
HEART			
ratio (mg/g body wt)	6.13 ± 0.87	4.58 ± 0.69 ^a^	L = 43; F = 42

*Results are expressed as means ± S.D. Except for mesenterial fat and heart, means were calculated based on weighed left-sided fat depot (L; Lean mice, F; Fat mice, ^a ^*P *< 0.001).

Plasma was individually analyzed in Lean and Fat males for total plasma cholesterol (Figure 2A) and HDL/total plasma cholesterol ratio (Figure 2B). Non-HDL-cholesterol was calculated by subtracting total plasma cholesterol from HDL-cholesterol and the ratio of non-HDL-cholesterol/total plasma cholesterol was subsequently calculated (Figure 2C). The beneficial HDL-cholesterol was markedly elevated in Lean mice (Figure 2B) and consequently the Lean mice showed significantly lower ratios of atherogenic non-HDL-cholesterol versus total plasma cholesterol (Figure 2C). However, despite the higher expression level of genes involved in cholesterol biosynthesis in the Lean mice (Table 3), total plasma cholesterol concentration was not significantly different between the lines (Figure 2A). A follow up FPLC plasma analysis determined that the Lean line had a higher peak in the HDL fraction as well as a shift of the HDL curve suggesting that both the size and concentration of plasma HDL lipoproteins were elevated in Lean mice (Figure 2D).

**Figure 2:**
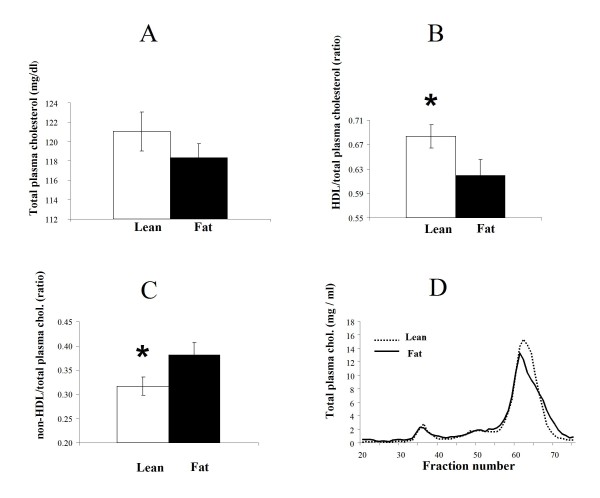
**Detailed plasma cholesterol analyses in the Lean and Fat mice**. **A**. Total plasma cholesterol concentrations. Although cholesterol biosynthesis genes showed increased expression in the liver of Lean mice (Table 3), total blood plasma cholesterol concentration was not significantly different to the Fat mice. Average concentrations of total plasma cholesterol (mg/dl) standard errors are displayed. **B**. Ratio of HDL-cholesterol to total plasma cholesterol. Beneficial HDL-cholesterol is significantly (*P < 0.05) increased in Lean mice. Average ratios and standard errors are displayed. **C**. Ratio of nonHDL-cholesterol to total plasma cholesterol. nonHDL-cholesterol was a derived parameter obtained by subtracting total plasma cholesterol from HDL-cholesterol. As HDL-cholesterol is markedly elevated in Lean mice (Figure 2B), consequently the Lean mice have significantly (*P < 0.05) lower ratio of atherogenic nonHDL-cholesterol to total plasma cholesterol. Average ratios and standard errors are displayed. **D**. FPLC analysis of total plasma lipoproteins. Cholesterol distribution among lipoproteins was obtained by separation of the major lipoprotein classes (VLDL, IDL+LDL, and HDL) by fast protein liquid chromatography (FPLC). This analysis determined in the Lean line a higher peak in the HDL fraction as well as a shift of HDL particles towards increased fraction elution number, suggesting that both the size and concentration of plasma HDL lipoproteins are elevated in Lean mice

Significantly higher concentrations of total plasma bile acids were found in Lean mice (Figure 3) as well as lower hepatic triglyceride levels (Figure 4A). However, total liver cholesterol analysis resulted in statistically non-significant differences (Figure 4B) suggesting that this unlikely presents a driving effect.

**Figure 3:**
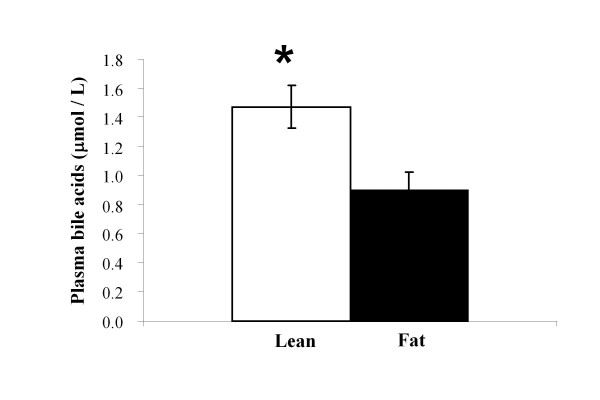
**Plasma bile acid concentration in the Lean and Fat mice**. Significantly higher concentrations (*P < 0.001) of total plasma bile acids were determined in the Lean mice. Average concentrations of plasma bile acids (μmol/L) with standard errors are displayed.

**Figure 4:**
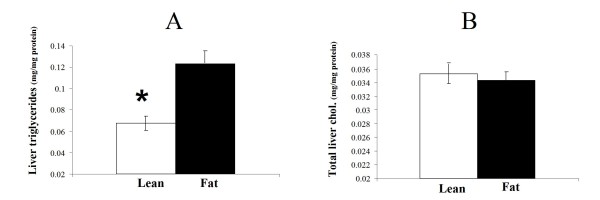
**Triglyceride and total cholesterol content in the livers of Lean and Fat mice**. **A**. Hepatic trygliceride levels. The liver of Lean mice contains significantly lower (*P < 0.05) amounts of triglycerides. Average values for mg of triglycerides per mg of liver proteins with standard errors are displayed. **B**. Total hepatic cholesterol levels. Despite that cholesterol biosynthesis genes showed increased mRNA expression in the liver of Lean mice (Table 3), total liver cholesterol does not differ significantly from the Fat line. Average values for mg of total cholesterol per mg of liver proteins with standard errors are displayed.

### Lean mice show increased skeletal muscle oxidative capacity

Analysis of *m. gastrocnemius *SDH-activity determined by histochemical reaction identified marked differences in oxidative capacity of skeletal muscle fibres from Fat versus Lean mice. Significantly higher levels of SDH activity were detected in muscle fibres of Lean mice (Figure 5, P < 0.001). Skeletal muscle interleukin 6 (*Il6*) mRNA level, a potent indicator of muscle physical activity, was examined using qRT-PCR. Lean mice muscle tissue displayed markedly elevated *Il6 *gene expression level (Table 2). Furthermore, a significant down- regulation of iodothyronine, type II deiodinase (*Dio2*) in *m. gastrocnemius *and *m. quadriceps *of Lean mice (Table 2) was determined.

**Figure 5:**
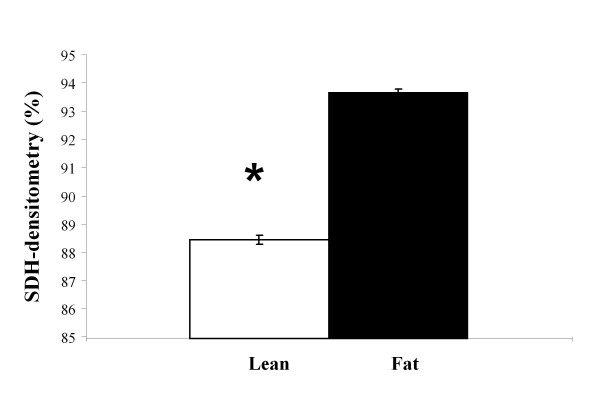
**SDH-activity in *m. gastrocnemius *muscle tissue of the Lean and Fat mice**. Striated muscle from *regio cruris *(*m. gastrocnemius*) was used to determine mitochondrial succinate dehydrogenase (SDH) activity levels. 12 of each Lean and Fat line mice were analysed and 150 muscle fibers per mouse were measured for densitometry. This histochemical assay demonstrated marked (*P < 0.001) increased level of SDH activity in muscle fibers of Lean mice suggesting pronounced increase in oxidative metabolism in this line. % densitometry with standard errors are displayed - lower transparency of muscle histological sections in the Lean mice resulted from higher SDH-enzyme activity which in turn gave lower % densitometry readings in the Lean line.

## Discussion

The main objective of the present study was to identify candidate genes and molecular mechanisms responsible for obesity-resistance in the Lean line. Additionally, we aimed to investigate metabolic parameters of skeletal muscle and liver tissue and how they relate to blood lipoproteins, triglycerides, bile acids and liver transcriptome. Phenotypic characterization and search of differentially expressed genes was also carried out to identify novel positional candidate genes that map to the regions of quantitative trait loci determined in previous crosses between the Fat and Lean mice.

### Non-atherogenic lipoprotein profile in Lean mice

Plasma and liver cholesterol concentrations are, under balanced diet conditions, determined by the affluence from hepatic *de-novo *cholesterol biosynthesis. Additionally, excretion rate of cholesterol and bile acids also contribute to inter-individual variation of total plasma and liver cholesterol.

In the current experiment a large number of liver cholesterol biosynthesis genes were upregulated in the Lean line, but this was not reflected in an elevation of total liver and plasma cholesterol. This inconsistency could be explained in two ways: 1) either upregulation of cholesterol biosynthesis genes was not sufficient to increase the metabolic flow in cholesterol biosynthesis pathway that would result in an increased level of *de novo *hepatic cholesterol; 2) or that novel and excess hepatic cholesterol was excreted from the liver or metabolized to bile acids. Since we have not measured the metabolic rate of hepatic cholesterol biosynthesis or determined protein levels, we can not confirm yet that the increase in mRNA expression resulted in increased metabolic rate of cholesterol biosynthesis. Regulation of the cholesterol synthesis genes is under control of the SREBP signalling pathway [25] and upregulation observed in the Lean line is probably a result of activation of the SREBP transcription factor cascade. This is supported by our finding that *Insig-1 *and *Ldlr*, both being SREBP target genes, were up-regulated in the Lean mice. 

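Of 22 target genes of SREBP-2 on the array, Insig1 among them, 21 had a log2 ratio above 0 in Lean against Fat liver, with a median of 0.14. One gene, Acss2, passed the adjusted threshold of limma and none was lower, with the same count when adjusted over the list alone, and 6 genes passed an unadjusted p of 0.05. For the list as a whole fry gave p = 0.0284 (adjusted p = 0.288 over 34 lists, from 0.0365 to 0.993 over the alternatives), and camera gave an adjusted p = 0.995 with an estimated correlation. With median centring it passed fry, at the lowest of these values, but not camera (adjusted p = 0.278, from this value to 0.997 over the alternatives). The median ratio of the list was 0.25 in slide series A and 0.039 in series B alone.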

The hypothesis that cholesterol in the Lean mice would be excreted from the liver or metabolized to bile acids at an enhanced rate has limited supportive results. Higher efflux of cholesterol from the liver to bile is not likely since one of the genes involved in this process, *Abcg5*, is downregulated in the Lean mice. Increase in bile acid synthesis is plausible, since *Cyp8b1 *was up-regulated. However; *Cyp7a1*, a rate-limiting enzyme of bile acid synthesis, was not changed (data from RT-PCR not shown). Nevertheless, *Cyp7a1 *gene exhibits large interindividual differences in the level of expression and this hinders statistical significance. Also, we found that the nuclear receptor subfamily 5, group A, member 2 (*Nr5a2*, also known as LRH-1), a regulator of bile acid synthesis genes, is upregulated in Lean mice. 

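Nr5a2, a nuclear receptor of bile acid synthesis genes, had a log2 ratio of 0.13 (standard error 0.05, adjusted p = 0.239 from limma, n = 10 pairs). It was higher in Lean liver in 8 of 10 pairs (exact two-sided sign-flip permutation test, p = 0.0156). The unadjusted p was 0.0248. Nr5a2 was above background in both channels on 17 of 17 arrays. It passed the adjusted threshold with array weights and with the authors' value table, among 4 of 33 alternative settings.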

In order to fully explain why up-regulation of cholesterol pathway genes in the Lean line did not lead to increased levels of total liver and plasma cholesterol, future detailed studies should be focused on protein and metabolic level of cholesterol management in Lean and Fat lines.

Although we did not find statistically significant differences in total liver and plasma cholesterol between the lines, the Lean mice livers did contain significantly less triglycerides per mg of liver tissue than the Fat mice - Lean mice had only about 50% of Fat mice triglyceride content (Figure 4). *Abcb11*, a gene overexpressed in the Lean line liver, is known to enhance the rate of triglyceride excretion from the liver [26,27]. Also, in a transgenic *Abcb11 *overexpression model [28], increased liver *Abcb11 *expression showed ameliorating effects on hepatic steatosis by increasing excretion of biliary phospholipids and cholesterol. It is possible therefore that upregulation of *Abcb11 *in the Lean mice might account for their diminished content of liver triglycerides. *Abcb11 *is also a strong positional candidate because it maps within a QTL *Fob1 *on chromosome 2, detected in our previous cross between Lean and Fat mice [17]. Also supportive is a study in humans detecting 30 mutations in the *ABCB11 *gene that were associated with different clinical phenotypes and triglyceride measurements [29]. Therefore, *Abcb11 *could be one of the potential causal allelic variants between the Lean and Fat mice, which can aid in explaining a part of the phenotype divergence between the strains. Elevated HDL and upregulation of some bile acids synthesis and transport genes suggests enhanced reverse cholesterol transport in the Lean line. As the cholesterol excretion rate is higher, Lean line compensates this by upregulating of endogenous cholesterol biosynthesis as demonstrated by the array experiment.

We established that Lean mice have significantly elevated plasma HDL. Interestingly, results from a previous study on humans imply that more exercise leads to increased total HDL and the average size of HDL particles [30]. FPLC analysis of plasma revealed similar observations - Lean mice have higher HDL plasma concentrations and also tend to have HDL particles of increased size. Interpretation for improved HDL profile in Lean mice can be further substantiated by genetic studies on HDL metabolism, where several QTLs were demonstrated to determine plasma HDL concentration, some also mapping to QTL regions detected in Fat and Lean mice [17,31]. It is therefore possible that some of the obesity QTLs identified in our previous genetic studies have pleiotropic effects affecting both body fat % and HDL levels in our polygenic animal model [17-19]. The explanation for the observed higher concentration of HDL and lower concentration of LDL-cholesterol in Lean mice may therefore lie in allelic differences in some of the HDL QTLs between the Fat and Lean mice.

### Plasma bile acids and changes in skeletal muscle metabolism

The bile acid pool in plasma is maintained by the enterohepatic recirculation. The uptake of bile acids that return to the liver after intestinal absorption is mainly mediated by a family of SLCO transporters (*Slco1a1, Slco1a4 , Slco10a1*) [27] whose expression can be modulated by plasma bile acids and cytokines. In our Lean mice down-regulation of genes encoding the aforementioned hepatic bile acid transporters along with significantly elevated concentrations of plasma bile acids was detected. Other studies have also demonstrated that bile acids can down-regulate expression of *Slco *genes and up-regulate *Abcb11 *[32], which is in agreement with our results obtained in the Lean line. Additional support comes from a study identifying significant dose-dependent mRNA suppression of *Slco1a1 *(*Oatp1*) and *Slco1a4 *(*Oatp2*) in mice treated with cytokine IL6 [33]. Detailed *in-vitro *and *in-vivo *studies defined IL6 as by far the most pronounced transcriptional regulator of, for example, *Slco1a1, Slco1a4 *and *Abcb11 *[33,34]. IL6, also termed as »exercise factor«, is highly expressed in contracting (exercising) skeletal muscle and is the most highly secreted systemic muscle cytokine during exercise [35]. The expression level of *Il6 *mRNA serves as a predictor of plasma IL6 protein [36]. In line with these reports, our analysis demonstrates high levels of expression of skeletal muscle *Il6 *mRNA in Lean mice. This increased *Il6 *expression in the Lean line could be a consequence of increased physical activity of Lean mice reported in our previous experiments [37]. Thus, relatively high IL6 plasma levels in Lean mice might suppress the expression of the *Slco *family of genes subsequently leading to the increase in plasma bile acids. However, future studies are needed to confirm that the muscle-derived cytokine IL6 in the Lean mice is directly responsible for down-regulation of *Slco *genes and increase in plasma bile acids.

Because Lean mice contain elevated levels of plasma bile acids we sought to interpret other potential metabolic actions involving bile acids. Elevated levels of plasma bile acids were found to lead to endocrine actions with consequent impact on whole body energy homeostasis [38]. This effect is elicited through the increased mRNA expression of type II iodothyronine deiodinase *(Dio2) *which was exemplified in the mouse brown adipose tissue and in human skeletal muscle myoblasts [38]. *Dio2 *expression was elevated in our Lean mice and also maps close to the *Fob2 *QTL, previously identified as one of four loci significantly contributing to the divergent body fat % in our polygenic mouse model [17]. In humans, polymorphisms at the *Dio2 *locus determines susceptibility to hypertension and diabetes [39,40]. Given the expression difference in the present study and its location to previously mapped QTL in the same mice, it is plausible that the *Dio2 *allelic variant also exists in this animal model, and may consequently determine differential expression and downstream consequences on phenotype in the Lean line.

The overall results of our current study are in line with our previous energy budget results which suggested that Lean mice expend more energy on physical activity [11] and our follow-up study demonstrating higher running wheel activity as well as higher exercise-independent posture allocation to more energy demanding positions (Non-Exercise Activity Thermogenesis; NEAT--standing, fidgeting, etc.) in Lean mice [37]. Increased oxidative capacity of muscle determined in the current study and resulting increased levels of *Il6 *expression may therefore indeed stem from higher physical and NEAT activities leading to downstream favourable effects on the liver transcriptome, cholesterol, bile acid, glucose and lipoprotein homeostasis.

However, the identified differences in liver transcriptome and other parameters and their associations with muscle metabolism and physical activity can explain only a part of a large phenotypic divergence between the Lean and Fat line. In a polygenic model it is expected that many alleles at different loci will contribute cumulatively to obesity resistance in various components of energy intake and energy expenditure. Since we showed in this study that Lean mice have similar food intake to the Fat line, we can exclude hyperphagia or genetic differences in energy intake as a major component for the phenotypic divergence between the lines. However, we have already shown earlier that thermoregulation [11] may also be increased in the Lean line and potential differences in resting metabolic rate can not be excluded. Therefore, more comprehensive experiments monitoring behavioural traits in combination with metabolic changes to measure differences in fuel oxidation will be needed to provide a better basis for future quantitative evaluations of energy expenditure components and fuel utilisation. Our current study reveals several candidate genes as well as important target tissues on which to base new targeted hypotheses to be tested in the future.

## Conclusions

Polygenic mouse models of leanness/obesity used in our study comprise complex obesity-resistant (Lean line) and obesity-susceptible (Fat line) gene networks. This study was designed to help identify candidate genes and reveal some metabolic mechanisms responsible for the phenotypic difference between these lines. Results of liver transcriptome analysis along with markers of oxidative capacity (SDH enzyme activity, *Il6 *expression) in skeletal muscle suggests of multiple tissue metabolic interactions in the obesity resistant Lean line. Candidate genes, particularly those mapping to previously detected QTL regions (*Abcb11 *and *Dio2*) between Lean and Fat mice, and new phenotypic parameters obtained in this study will give us leads to identify novel genes underlying this complex network. The results of the present study combined with previous findings help to elucidate, at least in part, a molecular basis for the contrasting phenotype between the Lean and Fat mice and substantiate a hypothesis concerning metabolic interactions between the physical activity, skeletal muscle and liver tissue. We demonstrate that the Lean mouse line is a potentially good model for identifying novel genes and mechanisms in obesity resistance.

## Authors' contributions

SH initiated, designed and co-ordinated the study, MS also participated in the design, performed animal experiments, RNA extraction, participated in the microarray hybridizations, qRT-PCR analyses, statistical analyses and drafted the manuscript; DR participated in the co-ordination of microarray studies and its experimental design, TR participated in the microarray and qRT-PCR experiments, PJ performed analysis of microarray data, CF and BS performed lipoprotein analyses and helped interpret phenotypic results, GF was involved in the experiment examining oxidative capacity of the muscle fibres. All authors contributed scientifically to the content of this study and have read and approved the final version of submitted manuscript.

## Supplementary Material

Additional file 1 **List of genes contained on the custom Steroltalk v2 microarray prepared for this study**. Click here for file

# Supplementary material for: Obesity resistant mechanisms in the Lean polygenic mouse model as indicated by liver transcriptome and expression of selected genes in skeletal muscle
**Source:** BMC Genomics. 2011 Feb 3;12:96. doi: 10.1186/1471-2164-12-96
**Supplement:** Additional file 1 — List of genes contained on the custom Steroltalk v2 microarray prepared for this study.

Supplemental Table 1: List of genes contained on the custom Steroltalk v2 microarray prepared for this study			
Gene	GenBank No.	Description	Functional groups
Ch25h	NM_009890	Cholesterol 25-hydroxylase	Bile acid synthesis
Cyp27a1	NM_024264	Cytochrome P450, family 27, subfamily a, polypeptide 1	Bile acid synthesis
Cyp27b1	AB006034	Cytochrome P450, family 27, subfamily b, polypeptide 1	Bile acid synthesis
Cyp39a1	AF237981	Cytochrome P450, family 39, subfamily a, polypeptide 1	Bile acid synthesis
Cyp46a1	NM_010010	Cytochrome P450, family 46, subfamily a, polypeptide 1	Bile acid synthesis
Cyp7a1	NM_007824	Cytochrome P450, family 7, subfamily a, polypeptide 1	Bile acid synthesis
Cyp7b1	BC038810	Cytochrome P450, family 7, subfamily b, polypeptide 1	Bile acid synthesis
Cyp8b1	NM_010012	Cytochrome P450, family 8, subfamily b, polypeptide 1	Bile acid synthesis
G6Pase	NM_008061	Glucose-6-phosphatase catalytic	Carbohydrate metabolism
Gck	BC011139	Glucokinase	Carbohydrate metabolism
Gsk3b	NM_019827	Glycogen synthase kinase 3 beta	Carbohydrate metabolism
Hk1	BC072628	Hexokinase 1	Carbohydrate metabolism
Hk2	BC054472	Hexokinase 2	Carbohydrate metabolism
Pck1	BC037629	Phosphoenolpyruvate carboxykinase 1, cytosolic	Carbohydrate metabolism
Pdhb	NM_024221	Pyruvate dehydrogenase (lipoamide) beta	Carbohydrate metabolism
Pfkm	NM_021514	Phosphofructokinase, muscle	Carbohydrate metabolism
Pklr	NM_013631	Pyruvate kinase liver and red blood cell	Carbohydrate metabolism
Pkm2	BC016619	Pyruvate kinase, muscle	Carbohydrate metabolism
Adipoq	BC028770	Adiponectin, C1Q and collagen domain containing	Cell signaling
Adipor1	NM_028320	Adiponectin receptor 1	Cell signaling
Adipor2	NM_197985	Adiponectin receptor 2	Cell signaling
Arntl2	AY005163	Aryl hydrocarbon receptor nuclear translocator-like 2	Cell signaling
Camk1d	NM_177343	Calcium/calmodulin-dependent protein kinase ID	Cell signaling
Camkk1	AF117384	Calcium/calmodulin-dependent protein kinase kinase 1, alpha	Cell signaling
Casp3	NM_009810	Caspase 3, apoptosis-related cysteine peptidase	Cell signaling
Casp4	NM_007609	Caspase 4, apoptosis-related cysteine peptidase	Cell signaling
Cav1	NM_007616	Caveolin, caveolae protein 1	Cell signaling
Egr1	M20157	Early growth response 1	Cell signaling
Gckr	NM_144909	Glucokinase regulatory protein	Cell signaling
Ghrl	NM_021488	Ghrelin	Cell signaling
Igf1	NM_010512	Insulin-like growth factor 1	Cell signaling
Irs1	AK142242	Insulin receptor substrate 1	Cell signaling
Irs2	XM_357863	Insulin receptor substrate 2	Cell signaling
Jak1	BC031297	Janus kinase 1	Cell signaling
Jak2	BC054807	Janus kinase 2	Cell signaling
Jun	BC002081	Jun oncogene	Cell signaling
Lep	U18812	Leptin	Cell signaling
Lepr	BC082551	Leptin receptor	Cell signaling
Lipe	NM_010719	Lipase, hormone sensitive	Cell signaling
Mapk8	BC053027	Mitogen activated protein kinase 8	Cell signaling
Mapk9	BC028341	Mitogen activated protein kinase 9	Cell signaling
Msr1	BC003814	Macrophage scavenger receptor 1	Cell signaling
Msr1	AF203781	Macrophage scavenger receptor 1	Cell signaling
Nfkbia	BC046754	Nuclear factor of kappa light chain gene enhancer in B-cells inhibitor, alpha	Cell signaling
Nfkbie	BC030923	Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, epsilon	Cell signaling
Ogt	BC057319	O-linked N-acetylglucosamine (GlcNAc) transferase	Cell signaling
Oprs1	NM_011014	Opioid receptor, sigma 1	Cell signaling

**Gene**	**GenBank No.**	**Description**	**Functional groups**
Pik3cg	NM_020272	Phosphoinositide-3-kinase, catalytic, gamma polypeptide	Cell signaling
Ppp1r3c	NM_016854	Protein phosphatase 1, regulatory (inhibitor) subunit 3C	Cell signaling
Prkaa1	NM_001013367	Protein kinase, AMP-activated, alpha 1 catalytic subunit	Cell signaling
Prkaca	BC003238	Protein kinase, cAMP dependent, catalytic, alpha	Cell signaling
Prkca	BC096493	Protein kinase C, alpha	Cell signaling
Prkcb1	NM_008855	Protein kinase C, beta 1	Cell signaling
Retn	NM_022984	Resistin	Cell signaling
Serping1	BC002026	Serine (or cysteine) peptidase inhibitor, clade G, member 1	Cell signaling
Stat3	BC003806	Signal transducer and activator of transcription 3	Cell signaling
Sumo1	BC082566	SMT3 suppressor of mif two 3 homolog 1 (yeast)	Cell signaling
Sumo2	BC017522	SMT3 suppressor of mif two 3 homolog 2 (yeast)	Cell signaling
Cyp51	BC031813	Cytochrome P450, family 51	Cholesterol biosynthesis
Dhcr24	BC019797	24-dehydrocholesterol reductase	Cholesterol biosynthesis
Dhcr7	BC006854	7-dehydrocholesterol reductase	Cholesterol biosynthesis
Ebp	NM_007898	Emopamil binding protein	Cholesterol biosynthesis
Fdft1	NM_010191	Farnesyl diphosphate farnesyl transferase 1, Squalene synthase	Cholesterol biosynthesis
Fdps	NM_134469	Farnesyl diphosphate synthase 1	Cholesterol biosynthesis
Hmgcr	NM_008255	3-hydroxy-3-methylglutaryl-Coenzyme A reductase	Cholesterol biosynthesis
Hmgcs1	NM_145942	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	Cholesterol biosynthesis
Idi1	NM_177960	Isopentenyl-diphosphate delta isomerase	Cholesterol biosynthesis
Lss	NM_146006	Lanosterol synthase	Cholesterol biosynthesis
Mvd	NM_138656	Mevalonate (diphospho) decarboxylase	Cholesterol biosynthesis
Mvk	NM_023556	Mevalonate kinase	Cholesterol biosynthesis
Nsdhl	BC019945	NAD(P) dependent steroid dehydrogenase-like	Cholesterol biosynthesis
Pmvk	NM_026784	Phosphomevalonate kinase	Cholesterol biosynthesis
Sc4mol	NM_025436	Sterol-C4-methyl oxidase-like	Cholesterol biosynthesis
Sc5d	BC024132	Sterol-C5-desaturase homolog	Cholesterol biosynthesis
Sqle	BC042781	Squalene epoxidase	Cholesterol biosynthesis
Arntl	BC011080	Aryl hydrocarbon receptor nuclear translocator-like	Circadian regulation
Clock	AF000998	Circadian locomoter output cycles kaput	Circadian regulation
Cry1	NM_007771	Cryptochrome 1 (photolyase-like)	Circadian regulation
Cry2	NM_009963	Cryptochrome 2 (photolyase-like)	Circadian regulation
Dbp	BC018323	D site albumin promoter binding protein	Circadian regulation
Per1	NM_011065	Period homolog 1 (Drosophila)	Circadian regulation
Per2	NM_011066	Period homolog 2 (Drosophila)	Circadian regulation
Per3	NM_011067	Period homolog 3 (Drosophila)	Circadian regulation
Timeless	BC058641	Timeless homolog (Drosophila)	Circadian regulation
Cyp1a1	NM_009992	Cytochrome P450, family 1, subfamily a, polypeptide 1	Drug metabolism
Cyp1a2	NM_009993	Cytochrome P450, family 1, subfamily a, polypeptide 2	Drug metabolism
Cyp1b1	BC050063	Cytochrome P450, family 1, subfamily b, polypeptide 1	Drug metabolism
Cyp2a12	NM_133657	Cytochrome P450, family 2, subfamily a, polypeptide 12	Drug metabolism
Cyp2a4	BC011233	Cytochrome P450, family 2, subfamily a, polypeptide 4	Drug metabolism
Cyp2b10	AK028103	Cytochrome P450, family 2, subfamily b, polypeptide 10	Drug metabolism
Cyp2b13	NM_007813	Cytochrome P450, family 2, subfamily b, polypeptide 13	Drug metabolism
Cyp2b9	NM_010000	Cytochrome P450, family 2, subfamily b, polypeptide 9	Drug metabolism
Cyp2c40	NM_010004	Cytochrome P450, family 2, subfamily c, polypeptide 40	Drug metabolism
Cyp2d22	NM_019823	Cytochrome P450, family 2, subfamily d, polypeptide 22	Drug metabolism
Cyp2e1	NM_021282	Cytochrome P450, family 2, subfamily e, polypeptide 1	Drug metabolism
Cyp2f2	NM_007817	Cytochrome P450, family 2, subfamily f, polypeptide 2	Drug metabolism

**Gene**	**GenBank No.**	**Description**	**Functional groups**
Cyp2g1	NM_013809	Cytochrome P450, family 2, subfamily g, polypeptide 1	Drug metabolism
Cyp2j5	NM_010007	Cytochrome P450, family 2, subfamily j, polypeptide 5	Drug metabolism
Cyp2j6	U62295	Cytochrome P450, family 2, subfamily j, polypeptide 6	Drug metabolism
Cyp3a11	NM_007818	Cytochrome P450, family 3, subfamily a, polypeptide 11	Drug metabolism
Cyp3a13	NM_007819	Cytochrome P450, family 3, subfamily a, polypeptide 13	Drug metabolism
Cyp3a25	BC028855	Cytochrome P450, family 3, subfamily a, polypeptide 25	Drug metabolism
Cyp3a41	NM_017396	Cytochrome P450, family 3, subfamily a, polypeptide 41	Drug metabolism
Acss2	NM_019811	Acyl-CoA synthetase short-chain family member 2	Fatty acid metabolism
Cpt1a	BC038395	Carnitine palmitoyltransferase 1a, liver	Fatty acid metabolism
Cyp4f14	NM_022434	Cytochrome P450, family 4, subfamily f, polypeptide 14	Fatty acid metabolism
Fasn	BC046513	Fatty acid synthase	Fatty acid metabolism
Hmgcl	BC025440	3-hydroxy-3-methylglutaryl-Coenzyme A lyase	Fatty acid metabolism
Lip1	NM_021460	Lysosomal acid lipase 1	Fatty acid metabolism
Pla2g6	BC003487	Phospholipase A2, group VI	Fatty acid metabolism
Ptgis	NM_008968	Prostaglandin I2 (prostacyclin) synthase	Fatty acid metabolism
Scd1	BC007474	Stearoyl-Coenzyme A desaturase 1	Fatty acid metabolism
Tbxas1	NM_011539	Thromboxane A synthase 1, platelet	Fatty acid metabolism
Alas1	NM_020559	Aminolevulinic acid synthase 1	Heme metabolism
Hmox1	BC010757	Heme oxygenase (decycling) 1	Heme metabolism
Hpxn	BC019901	Hemopexin	Heme metabolism
Actb	NM_007393	Actin, beta, cytoplasmic	Housekeeping genes
Actb	NM_007393	Actin, beta, cytoplasmic	Housekeeping genes
Gapdh	NM_008084	Glyceraldehyde-3-phosphate dehydrogenase	Housekeeping genes
Gapdh	NM_008084	Glyceraldehyde-3-phosphate dehydrogenase	Housekeeping genes
Gapdh	NM_008084	Glyceraldehyde-3-phosphate dehydrogenase	Housekeeping genes
Ppia	NM_008907	Peptidylprolyl isomerase A	Housekeeping genes
Rps6ka5	AK030051	Ribosomal protein S6 kinase, polypeptide 5	Housekeeping genes
Apoa1	NM_009692	Apolipoprotein A-I	Lipid transport
Apoa2	BC031786	Apolipoprotein A-II	Lipid transport
Apoa4	BC010769	Apolipoprotein A-IV	Lipid transport
Apoa5	BC011198	Apolipoprotein A-V	Lipid transport
Apob	XM_137955	Apolipoprotein B	Lipid transport
Apoc1	BC094638	Apolipoprotein C-I	Lipid transport
Apoc2	NM_009695	Apolipoprotein C-II	Lipid transport
Apoc3	BC021776	Apolipoprotein C-III	Lipid transport
Apoe	BC028816	Apolipoprotein E	Lipid transport
Ldlr	BC019207	Low density lipoprotein receptor	Lipid transport
Ldlrap1	NM_145554	Low density lipoprotein receptor adaptor protein 1	Lipid transport
Ar	M37890	Androgen receptor	Nuclear receptor superfamily
Esr1	NM_007956	Estrogen receptor 1 (alpha)	Nuclear receptor superfamily
Esr2	NM_010157	Estrogen receptor 2 (beta)	Nuclear receptor superfamily
Esrra	NM_007953	Estrogen related receptor, alpha	Nuclear receptor superfamily
Esrrb	NM_011934	Estrogen related receptor, beta	Nuclear receptor superfamily
Esrrg	NM_011935	Estrogen-related receptor gamma	Nuclear receptor superfamily
Hnf4a	NM_008261	Hepatic nuclear factor 4, alpha	Nuclear receptor superfamily
Hnf4g	NM_013920	Hepatocyte nuclear factor 4, gamma	Nuclear receptor superfamily
Nr0b1	NM_007430	Nuclear receptor subfamily 0, group B, member 1	Nuclear receptor superfamily
Nr0b2	NM_011850	Nuclear receptor subfamily 0, group B, member 2	Nuclear receptor superfamily
Nr1d2	NM_011584	Nuclear receptor subfamily 1, group D, member 2	Nuclear receptor superfamily

**<u>Gene</u>**	**<u>GenBank No.</u>**	**<u>Description</u>**	**<u>Functional groups</u>**
Nr1h2	NM_009473	liver X receptor beta	Nuclear receptor superfamily
Nr1h4	NM_009108	Nuclear receptor subfamily 1, group H, member 4	Nuclear receptor superfamily
Nr1i2	NM_010936	Nuclear receptor subfamily 1, group I, member 2	Nuclear receptor superfamily
Nr1i3	NM_009803	Nuclear receptor subfamily 1, group I, member 3	Nuclear receptor superfamily
Nr2c1	NM_011629	Nuclear receptor subfamily 2, group C, member 1	Nuclear receptor superfamily
Nr2c2	NM_011630	Nuclear receptor subfamily 2, group C, member 2	Nuclear receptor superfamily
Nr2e1	NM_152229	Nuclear receptor subfamily 2, group E, member 1	Nuclear receptor superfamily
Nr2e3	NM_013708	Nuclear receptor subfamily 2, group E, member 3	Nuclear receptor superfamily
Nr2f1	NM_010151	Nuclear receptor subfamily 2, group F, member 1	Nuclear receptor superfamily
Nr2f2	NM_009697	Nuclear receptor subfamily 2, group F, member 2	Nuclear receptor superfamily
Nr2f6	NM_010150	Nuclear receptor subfamily 2, group F, member 6	Nuclear receptor superfamily
Nr3c1	NM_008173	Nuclear receptor subfamily 3, group C, member 1	Nuclear receptor superfamily
Nr4a1	NM_010444	Nuclear receptor subfamily 4, group A, member 1	Nuclear receptor superfamily
Nr4a2	NM_013613	Nuclear receptor subfamily 4, group A, member 2	Nuclear receptor superfamily
Nr4a3	NM_015743	Nuclear receptor subfamily 4, group A, member 3	Nuclear receptor superfamily
Nr5a1	NM_139051	Nuclear receptor subfamily 5, group A, member 1	Nuclear receptor superfamily
Nr5a2	NM_030676	Nuclear receptor subfamily 5, group A, member 2	Nuclear receptor superfamily
Nr6a1	AF390896	Nuclear receptor subfamily 6, group A, member 1	Nuclear receptor superfamily
Pgr	NM_008829	Progesterone receptor	Nuclear receptor superfamily
Ppara	NM_011144	Peroxisome proliferator activated receptor alpha	Nuclear receptor superfamily
Ppard	NM_011145	Peroxisome proliferator activator receptor delta	Nuclear receptor superfamily
Pparg	NM_011146	Peroxisome proliferator activated receptor gamma	Nuclear receptor superfamily
Rara	NM_009024	Retinoic acid receptor, alpha	Nuclear receptor superfamily
Rarb	NM_011243	Retinoic acid receptor, beta	Nuclear receptor superfamily
Rarg	NM_011244	Retinoic acid receptor, gamma	Nuclear receptor superfamily
Rora	NM_013646	RAR-related orphan receptor alpha	Nuclear receptor superfamily
Rorb	NM_146095	RAR-related orphan receptor beta	Nuclear receptor superfamily
Rorc	NM_011281	RAR-related orphan receptor gamma	Nuclear receptor superfamily
Rxra	NM_011305	Retinoid X receptor alpha	Nuclear receptor superfamily
Rxrb	NM_011306	retinoid X receptor beta	Nuclear receptor superfamily
Rxrg	NM_009107	Retinoid X receptor gamma	Nuclear receptor superfamily
Thra	NM_178060	thyroid hormone receptor alpha	Nuclear receptor superfamily
Thrb	NM_009380	thyroid hormone receptor beta	Nuclear receptor superfamily
Vdr	NM_009504	Vitamin D receptor	Nuclear receptor superfamily
Acat2	NM_009338	Acetyl-Coenzyme A acetyltransferase 2	Other
Cyp20a1	BC049147	Cytochrome P450, family 20, subfamily A, polypeptide 1	Other
Cyp24a1	NM_009996	Cytochrome P450, family 24, subfamily A, polypeptide 1	Other
Cyp26a1	NM_007811	Cytochrome P450, family 26, subfamily a, polypeptide 1	Other
Cyp26b1	NM_175475	Cytochrome P450, family 26, subfamily b, polypeptide 1	Other
Cyp4b1	NM_007823	Cytochrome P450, family 4, subfamily b, polypeptide 1	Other
Gfpt2	BC031928	Glutamine fructose-6-phosphate transaminase 2	Other
Icam1	BC008626	Intercellular adhesion molecule	Other
Nos1	BC066101	Nitric oxide synthase 1, neuronal	Other
Nos2	BC062378	Nitric oxide synthase 2, inducible, macrophage	Other
Nos3	BC052636	Nitric oxide synthase 3, endothelial cell	Other
Orm1	BC012725	Orosomucoid 1	Other
Pon1	BC012706	Paraoxonase 1	Other
Pon2	NM_183308	Paraoxonase 2	Other
Pten	BC021445	Phosphatase and tensin homolog	Other

**<u>Gene</u>**	**<u>GenBank No.</u>**	**<u>Description</u>**	**<u>Functional groups</u>**
Scara3	BC051636	Scavenger receptor class A, member 3	Other
Scarb1	NM_016741	Scavenger receptor class B, member 1	Other
Scarb2	BC029073	Scavenger receptor class B, member 2	Other
Scp2	BC018384	Sterol carrier protein 2, liver	Other
Soat1	NM_009230	Sterol O-acyltransferase 1	Other
Soat2	BC025931	Sterol O-acyltransferase 2	Other
Star	AK054470	Steroidogenic acute regulatory protein	Other
Uap1	BC016406	UDP-N-acetylglucosamine pyrophosphorylase 1	Other
Ucp2	NM_011671	Uncoupling protein 2 (mitochondrial, proton carrier)	Other
Vcam1	BC029823	Vascular cell adhesion molecule 1	Other
Alb1	BC049971	Albumin 1	Serum proteins
Apcs	BC061125	Serum amyloid P-component	Serum proteins
C2	BC011086	Complement component 2 (within H-2S)	Serum proteins
C3	BC043338	Complement component 3	Serum proteins
C4b	BC067409	Complement component 4B (Chido blood group)	Serum proteins
C4bp	NM_007576	Complement component 4 binding protein	Serum proteins
C9	BC011137	Complement component 9	Serum proteins
Crp	NM_007768	C-reactive protein, pentraxin-related	Serum proteins
Fgb	NM_181849	Fibrinogen, B beta polypeptide	Serum proteins
Hc	M35525	Hemolytic complement	Serum proteins
Saa1	BC087933	Serum amyloid A 1	Serum proteins
Saa2	BC024606	Serum amyloid A 2	Serum proteins
Saa3	BC055885	Serum amyloid A 3	Serum proteins
Saa4	BC019212	Serum amyloid A 4	Serum proteins
Insig1	NM_153526	Insulin induced gene 1	SREBF signaling pathway
Insig2	BC023874	Insulin induced gene 2	SREBF signaling pathway
Mbtps1	NM_019709	Membrane-bound transcription factor peptidase, site 1	SREBF signaling pathway
Mbtps2	NM_172307	Membrane-bound transcription factor peptidase, site 2	SREBF signaling pathway
Scap	NM_001001144	SREBP cleavage activating protein	SREBF signaling pathway
Srebf1	NM_011480	Sterol regulatory element binding factor 1	SREBF signaling pathway
Srebf2	NM_033218	Sterol regulatory element binding factor 2	SREBF signaling pathway
Cyp11a1	NM_019779	Cytochrome P450, family 11, subfamily a, polypeptide 1	Steroid synthesis
Cyp11b2	NM_009991	Cytochrome P450, family 11, subfamily b, polypeptide 2	Steroid synthesis
Cyp17a1	NM_007809	Cytochrome P450, family 17, subfamily a, polypeptide 1	Steroid synthesis
Cyp19a1	NM_007810	Cytochrome P450, family 19, subfamily a, polypeptide 1	Steroid synthesis
Cyp21a1	NM_009995	Cytochrome P450, family 21, subfamily a, polypeptide 1	Steroid synthesis
Cebpa	BC028890	CCAAT/enhancer binding protein (C/EBP), alpha	Transcription regulators
Cebpd	X61800	CCAAT/enhancer binding protein (C/EBP), delta	Transcription regulators
Cebpg	BC011319	CCAAT/enhancer binding protein (C/EBP), gamma	Transcription regulators
Cebpz	NM_009882	CCAAT/Enhancer Binding Protein Zeta	Transcription regulators
Creb1	BC021649	CAMP responsive element binding protein 1	Transcription regulators
Crebbp	NM_001025432	CREB binding protein	Transcription regulators
Crem	M60285	CAMP responsive element modulator	Transcription regulators
Crem	M60285	CAMP responsive element modulator, transcript tau	Transcription regulators
Fhl5	AF083394	Four and a half LIM domains 5, also testis CREM activator	Transcription regulators
Fos	NM_010234	FBJ osteosarcoma oncogene	Transcription regulators
Foxa1	X74936	Forkhead box A1	Transcription regulators
Foxa2	NM_010446	Forkhead box A2	Transcription regulators
Foxo1	NM_019739	Forkhead box O1	Transcription regulators

**Gene**	**GenBank No.**	**Description**	**Functional groups**
Hif1a	BC026139	Hypoxia inducible factor 1, alpha subunit	Transcription regulators
MLxip1	NM_021455	MLX interacting protein-like, old Wbscr14 or Chrebp	Transcription regulators
Ncoa1	BC068177	Nuclear receptor coactivator 1	Transcription regulators
Ncor1	NM_011308	Nuclear receptor co-repressor 1	Transcription regulators
Ncor2	AF113001	Nuclear receptor co-repressor 2	Transcription regulators
Nrf1	BC005410	Nuclear respiratory factor 1	Transcription regulators
Pcaf	BC082581	P300/CBP-associated factor	Transcription regulators
Ppargc1a	NM_008904	Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	Transcription regulators
Ppargc1a	NM_008904	Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	Transcription regulators
Ppargc1b	NM_133249	Peroxisome proliferative activated receptor, gamma, coactivator 1 beta	Transcription regulators
Sirt1	NM_019812	Sirtuin 1, silent mating type information regulation 2, homolog 1	Transcription regulators
Sp1	AF062566	Trans-acting transcription factor 1, Specificity protein 1	Transcription regulators
Tbp	BC012685	TATA box binding protein	Transcription regulators
Tcf1	NM_009327	Transcription factor 1	Transcription regulators
Trp53	BC005448	Transformation related protein 53	Transcription regulators
Abca1	NM_013454	ATP-binding cassette, sub-family A (ABC1), member 1	Transporters
Abcb11	NM_021022	ATP-binding cassette, sub-family B (MDR/TAP), member 11	Transporters
Abcb1a	NM_011076	ATP-binding cassette, sub-family B (MDR/TAP), member 1A	Transporters
Abcb1b	NM_011075	ATP-binding cassette, sub-family B (MDR/TAP), member 1B	Transporters
Abcb4	NM_008830	ATP-binding cassette, sub-family B (MDR/TAP), member 4	Transporters
Abcb7	BC035534	ATP-binding cassette, sub-family B (MDR/TAP), member 7	Transporters
Abcc1	NM_008576	ATP-binding cassette, sub-family C (CFTR/MRP), member 1	Transporters
Abcc2	NM_013806	ATP-binding cassette, sub-family C (CFTR/MRP), member 2	Transporters
Abcc3	NM_029600	ATP-binding cassette, sub-family C (CFTR/MRP), member 3	Transporters
Abcg1	AF323659	ATP-binding cassette, sub-family G (WHITE), member 1	Transporters
Abcg4	AJ426047	ATP-binding cassette, sub-family G (WHITE), member 4	Transporters
Abcg5	NM_031884	ATP-binding cassette, sub-family G (WHITE), member 5	Transporters
Abcg8	NM_026180	ATP-binding cassette, sub-family G (WHITE), member 8	Transporters
Fabp6	NM_008375	Fatty acid binding protein 6, ileal (gastrotropin)	Transporters
Slc10a1	BC021154	Solute carrier family 10, member 1	Transporters
Slc10a1	BC094023	Solute carrier family 10 (sodium/bile acid cotransporter family), member 1	Transporters
Slc10a2	NM_011388	Solute carrier family 10, member 2	Transporters
Slc2a1	BC055340	Solute carrier family 2 (facilitated glucose transporter), member 1	Transporters
Slc2a4	BC014282	Solute carrier family 2 (facilitated glucose transporter), member 4	Transporters
Slc2a8	BC090993	Solute carrier family 2, (facilitated glucose transporter), member 8	Transporters
Slco1a1	AY195868	Solute carrier organic anion transporter family, member 1a1	Transporters
Slco1a4	NM_030687	Solute carrier organic anion transporter family, member 1a4	Transporters
Slco1a5	AF240694	Solute carrier organic anion transporter family, member 1a5	Transporters
Slco1b2	NM_020495	Solute carrier organic anion transporter family, member 1b2	Transporters
Slco1c1	AY007379	Solute carrier organic anion transporter family, member 1c1	Transporters
Slco2b1	BC096485	Solute carrier organic anion transporter family, member 2b1	Transporters

How the deposited data were processed for this re-analysis (not part of the article)

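Liver RNA of 10 Lean and 10 Fat mice was compared on 17 two-colour arrays, each with 1 mouse of either line. Scanner files and a table of normalized values were used. The intensity values of the scanner files were made by the authors with Array-Pro Analyzer from the images, as foreground and local background of each spot in either channel, and were deposited before any normalization. The log2 ratios of the deposited value table were made by the authors in OWNormalize within Orange, with low-quality spots left out by a criterion that is not stated and LOWESS fitted to the spike-in controls. The sample labels name the channel of each line. Both files were read as deposited, as Lean over Fat, and no array was turned by its dye label.

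Each array has 1440 spots. Of its 320 probes, 284 measure mouse genes, 31 are controls with 570 spots and 5 are human and were left out. Gene names came from Additional file 1 for 231 probes, from synonyms in a gene table for 47 and by hand for 3, and 3 probes stayed unnamed and were tested without a name. No genome build applies. Measurements by qRT-PCR, of plasma and of muscle were not analysed here.

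From the intensities, background was corrected by normexp (offset 50) and each array was normalized with limma's control method (span 0.3) on the luciferase and calibration spike-ins. The Scorecard ratio controls, which the authors' fit may have used, were left out of it. The value table lies 1.42 to 3.17 above this fit for the 4 ratio controls below 0 and differs by -3.17 to -1.40 for the 4 above 0, for a reason that was not tested. For most of these controls the mean in the value table has the opposite sign, as for Lratio5, at 1.75 against -1.43 in this fit. The difference was 1.47, -1.40, 1.42 and -1.58 for Lratio1 to Lratio4, and 3.17, -3.00, 2.81 and -3.17 for Lratio5 to Lratio8. The gene ratios were not opposed: their correlation with the value table across genes was positive on each array, from 0.43 to 0.98. Spots of a probe were averaged on the log2 scale, then the arrays of a pair, so that the pairs, of which 7 are dye-swapped and 3 are not, are the replicates. A probe needed a value in at least 5 pairs. The mean ratio was tested against 0 with limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over 284 probes at 0.05. Beside it stands an exact sign-flip permutation test over 1024 patterns of the 10 pairs. Gene lists were tested with fry and with camera at an estimated correlation, adjusted over 34 lists of at least 3 genes: 17 lists written beforehand and the functional groups of Additional file 1. Of these, 21 are given one by one and 13 groups only as counts, a choice made after their values were seen. These 13 had adjusted p from 0.315 to 0.757 by fry, and 3 passed its mixed test.

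A spot counted as above background when its foreground exceeded its background by more than 2 standard deviations of the background. Per array, 34.9% to 78.8% of 855 gene spots did so in both channels, and a gene counted as above background on an array when most of its spots did so in that channel. Simulated arrays were made with the same spread between pairs for every gene and the same dye curve for genes and spike-ins. Tested with the same steps, 1 of 224 unchanged probes was called. Real arrays whose genes and spike-ins differ in dye effect are not covered by this. Planted ratios of 0.3 and 1.2 were estimated at 0.21 and 0.87.

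The samples, tests, lists, 26 of the alternatives and the rule for named genes were set before the data were examined. By then the values of Table 3, which come from these same arrays, had been seen. Lists that share genes with Table 3 are therefore not independent of these data. The span of the LOWESS fit was not: a span of 0.75 was tried first, and the default of 0.3 was taken for all values given here after the counts with 0.75 had been seen. The rule names every gene of Table 3, Figure 1 and the text that the array measures, whose Table 3 values had been seen, all genes past the adjusted threshold, and for each list the members with the largest ratio among those that passed, or the largest 1 or 2 where none did. Sqle was added because of its unadjusted p, after its values were seen. Values are printed for most of the genes of the rule, not for all.

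The alternatives changed the background correction (plain or none), the normalization (loess on all gene spots or median centring), the source (the authors' value table), the dim spots (left out), the dye effect (a coefficient with the pair as random block), the pairs (dye-swapped ones, either slide series, or each left out in turn), the unit (17 arrays), the test (t-tests over 10 pairs, and over 17 arrays of the value table with dye-swap arrays as separate samples, since the methods do not give the unit), array weights, a term for slide series, and the median of spots. In all, 26 were set beforehand and 7 were added. The authors' removal of low-quality spots could not be repeated from the scanner files, which carry no such mark, and is included in their value table.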

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

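Among 66 named probes, the highest or lowest of the 10 pairs lay far from the others by Dixon's test in 10. This test was planned. Chance flags about 1 in 20 groups that are picked without regard to their values. Part of the 66 probes were named for a large mean ratio, which an outlying pair can raise. The 10 flags therefore cannot be read as an excess over that rate. The quality values of pair 10 were chosen for comparison only after they had been seen.

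Acss2 had a log2 ratio of 1.12 in pair 1, where the mean of the other pairs was 0.27, and Hpxn had 0.87 in the same pair against 0.22. In pair 9 Abcg5 had -1.14 against -0.14 and Per1, a clock gene, had -0.61 against 0.17. In pair 10 Slco1a1 had 0.57 against -0.40, Pkm2, a pyruvate kinase, 0.82 against 0.06, and Ppia, a housekeeping gene, 0.87 against 0.11. In pair 5 Cav1, caveolin, had 0.75 against 0.04 and Slc2a4, a glucose transporter, 0.79 against 0.03. Lss had -0.70 in pair 4 against 0.23. Acss2, Hpxn, Slco1a1, Abcg5 and Lss are genes of Table 3.

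Pair 10 holds 3 of the 10 values. Its array with Lean in Cy3 had the lowest share of gene spots above background in both channels, 34.9%, and 72 saturated gene spots, and the correlation of its ratios with the authors' value table across genes was 0.43. The correlation between its arrays, across genes, was -0.0013 in the spike-in fit, where pair 2 was lower, at -0.021. With loess on all gene spots pair 10 had the lowest correlation of the 7 pairs, 0.036, and the next lowest was 0.50, in pair 6. With dim spots left out it was again the lowest, at 0.21, followed by pair 2 at 0.40. In the other settings it was not the lowest, with 0.45 in the authors' value table. No explanation of these single values was tested.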

How the results depend on the processing

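Alternatives added only after the values were seen are the spike-in fit with a span of 0.75, the spike-in fit without saturated control spots, plain or no background subtraction combined with loess on all gene spots or with median centring, and pair 10 without its array with Lean in Cy3. The span of 0.3 itself was taken after the counts with 0.75, with which 12 genes passed, had been seen. Over all 33 alternatives C4b and C9 kept their direction and their adjusted p under 0.05, and no gene of the 10 that passed turned direction. Of 330 values of these 10 genes, 260 stayed past the threshold and 70 did not: Lip1 in 18, Crp in 15, Acss2 in 14, Cyp1a2 in 9, Adipor2 in 7, Cyp8b1 in 3, Slco1a4 in 3 and Abcb11 in 1. Of 2157 values of 66 named probes 65 passed where the spike-in fit did not and 65 turned direction. Of 640 values of 21 lists, 20 newly passed fry and 64 turned direction, and of the 20 only the uptake transporters with no background subtraction and loess also passed camera (adjusted p = 0.0378, up to 0.996 over the alternatives), and the 17 cholesterol biosynthesis genes kept direction and stayed short of the threshold in 31 of 31, with medians of 0.22 in slide series A and 0.038 in series B.

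The number of genes past the adjusted threshold, 10 in the spike-in fit, was 6 with plain background subtraction, 5 with median centring, 5 in only the 7 dye-swapped pairs, 6 by the methods' t-test over 10 pairs, 18 with array weights, 16 with no background subtraction and loess on all gene spots, 3 in slide series A and 2 in slide series B, and 7 to 11 when 1 pair was left out. The series and the dye-swapped pairs hold fewer pairs, and for the others the cause was not tested. Of these, the genes higher in Lean mice were 3, 3, 3, 5 and 15 under the first 5 settings, 2 in series A, 1 in series B, 5 with no background subtraction and median centring, and 5 to 9 when 1 pair was left out (5 without pair 5, without pair 7 and without pair 8). Those lower in Lean mice were 7 with no background subtraction, 4 each with the authors' value table, with dim spots left out, with a dye coefficient, with the median of spots and with pair 10 reduced to its other array, 1 by the t-test over 10 pairs and in each series, 5 by the t-test over 17 arrays of the value table and with plain subtraction and loess, 7 with plain subtraction and median centring, and 9 and 8 with no background subtraction and loess or median centring. At an unadjusted p, 43 genes passed, but 70 with array weights and 20 in series B. Higher and lower in Lean mice were 28 and 15 of the 43, 60 and 10 with array weights, 29 and 6 in series A, 10 and 10 in series B, 18 and 22 with no background subtraction, 28 and 25 with loess, 29 and 34 with no subtraction and loess, and 29 and 28 or 30 and 27 with plain subtraction and loess or median centring. Lists past fry's adjusted threshold, 0 of 34 in the spike-in fit, where 43 probes passed an unadjusted p and camera with an estimated correlation also passed 0, were 2 with loess on all gene spots, 5 with median centring, 1 with the value table, 1 with array weights, 1 and 7 with plain subtraction and loess or median centring, 3 and 4 with no subtraction and these fits, and 7 by fry's mixed test, which asks for change in either direction. The mean dye-swap correlation moved from 0.21 to 0.55 with loess on all gene spots and 0.49 with dim spots left out, and turned to -0.10 with median centring and -0.42 with plain background subtraction. The cause was not tested.

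With plain background subtraction, the log2 ratio turned for Cav1 -0.024, and the direction of fry and of the median turned for glycolysis and pyruvate oxidation -0.014. With median centring, the log2 ratio turned for Pdhb 0.015, Slc10a1 (first probe) 0.021, Nos1 -0.076, Slc10a1 (second probe) 0.039, Ppara 0.045, Esrrb -0.072, Nos3 -0.055, Per1 -0.061, Cyp19a1 -0.031, Cebpa 0.0090, Msr1 -0.034, Pik3cg -0.078 and Cpt1a 0.022, and the direction of fry and of the median turned for complement components 0.16, endothelial markers -0.024, steroidogenic tissue genes -0.095, adipose tissue markers -0.067, macrophage markers -0.078, brain and retina genes -0.15, glycolysis and pyruvate oxidation -0.013 and gluconeogenesis and its regulators 0.037, and the direction of fry turned, with a median of unchanged sign, for canalicular export transporters -0.031. In only the 7 dye-swapped pairs, the direction of fry turned, with a median of unchanged sign, for canalicular export transporters -0.072. With array weights, the log2 ratio turned for Apoa5 0.0077, and the direction of fry and of the median turned for drug metabolism 0.040 and gluconeogenesis and its regulators 0.056, and the direction of fry turned, with a median of unchanged sign, for PPAR alpha target genes -0.011, canalicular export transporters -0.086 and carbohydrate metabolism 0.077. In only slide series A, the direction of fry turned, with a median of unchanged sign, for canalicular export transporters -0.025 and carbohydrate metabolism 0.051. In only slide series B, the log2 ratio turned for Cyp2c40 -0.064, Fdps -0.020, Slc10a1 (first probe) 0.019, Nos1 -0.028, Ppara 0.079, Nos3 -0.023, Actb -0.095, Insig2 -0.015, Cyp19a1 -0.013 and Cpt1a 0.13, and the direction of fry and of the median turned for brain and retina genes -0.019, and the direction of fry turned, with a median of unchanged sign, for apolipoproteins 0.049, bile acid synthesis -0.074 and glycolysis and pyruvate oxidation 0.0073. With no background subtraction and loess on all gene spots, the log2 ratio turned for Nos1 -0.0079, Cav1 -0.012, Per1 -0.034, Actb -0.089 and Pik3cg -0.021, and the direction of fry and of the median turned for steroidogenic tissue genes -0.015, adipose tissue markers -0.012, brain and retina genes -0.029 and glycolysis and pyruvate oxidation -0.00021, and the direction of fry turned, with a median of unchanged sign, for endothelial markers 0.022, bile acid synthesis -0.044 and macrophage markers 0.00081. With no background subtraction and median centring, the log2 ratio turned for Nos1 -0.062, Ppara 0.011, Ptgis -0.036, Nos3 -0.013, Per1 -0.093, Actb -0.00014, Cyp19a1 -0.042 and Pik3cg -0.084, and the direction of fry and of the median turned for complement components 0.037, endothelial markers -0.013, steroidogenic tissue genes -0.084, adipose tissue markers -0.044, macrophage markers -0.025, brain and retina genes -0.093 and glycolysis and pyruvate oxidation -0.010, and the direction of fry turned, with a median of unchanged sign, for bile acid synthesis -0.063. With no background subtraction, the log2 ratio turned for Cav1 -0.0063, Per1 -0.015, Actb -0.021 and Pik3cg -0.0035. With the authors' value table, the log2 ratio turned for Actb -0.058 and Cyp21a1 -0.037, and the direction of fry turned, with a median of unchanged sign, for glycolysis and pyruvate oxidation 0.017. With dim spots left out, the log2 ratio turned for Cav1 -0.016, Arntl -0.077, Actb -0.023 and Cyp21a1 -0.024. With a dye coefficient with pair as random block, the direction of fry turned, with a median of unchanged sign, for canalicular export transporters -0.085. With the methods' t-test over 17 arrays of the authors' value table, the log2 ratio turned for Actb -0.040 and Cyp21a1 -0.077. With the median of spots, the log2 ratio turned for Actb -0.026, and the direction of fry turned, with a median of unchanged sign, for glycolysis and pyruvate oxidation 0.015. With plain subtraction and loess on all gene spots, the log2 ratio turned for Nos1 -0.24, Cav1 -0.031 and Esrrb -0.035, and the direction of fry and of the median turned for brain and retina genes -0.051, and the direction of fry turned, with a median of unchanged sign, for endothelial markers 0.030 and glycolysis and pyruvate oxidation 0.023. With plain subtraction and median centring, the log2 ratio turned for Nos1 -0.49, Cav1 -0.0023, Esrrb -0.22, Ptgis -0.032, Pkm2 -0.056 and Cyp19a1 -0.013, and the direction of fry and of the median turned for endothelial markers -0.0023, steroidogenic tissue genes -0.083, adipose tissue markers -0.035, brain and retina genes -0.15 and glycolysis and pyruvate oxidation -0.060, and the direction of fry turned, with a median of unchanged sign, for complement components -0.0083. With pair 10 without its array with Lean in Cy3, the log2 ratio turned for Actb -0.023. With loess on all gene spots, the log2 ratio turned for Actb -0.0017, and the direction of fry and of the median turned for brain and retina genes -0.0031 and glycolysis and pyruvate oxidation -0.0025, and the direction of fry turned, with a median of unchanged sign, for bile acid synthesis -0.033. With the spike-in fit with span 0.75, the direction of fry and of the median turned for brain and retina genes -0.021, and the direction of fry turned, with a median of unchanged sign, for canalicular export transporters -0.043. With the spike-in fit without saturated control spots, the direction of fry turned, with a median of unchanged sign, for carbohydrate metabolism 0.034. When 1 pair was left out, values that turned ranged for Ppara from -0.18 to 0.0066, Alas1 from -0.34 to 0.014, Actb from -0.026 to 0.12, gluconeogenesis and its regulators from -0.036 to 0.041, canalicular export transporters from -0.14 to -0.064 and carbohydrate metabolism from -0.00040 to 0.044. The cause was not tested.

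The median of all gene probes was 0.041 in the spike-in fit and -0.0098 with median centring. Signal over background limits the dim probes: 34.9% of gene spots stood above background in both channels on pair 10's array with Lean in Cy3, which was kept, and without it 13 genes passed. Leaving dim spots out tested 206 of 284 probes. The t-tests gave no list result, and the value table held values for fewer probes, 230 with at least 5 pairs.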

Differences from the paper's values

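All tests in this part were planned except the alternatives named as added. Nos1 has a log2 ratio of 0.34 in the paper's Table 3, against 0.049 from the scanner files (SD of the pairs 0.13). Its probe was above background in 5 Lean and 3 Fat channels of 17 arrays, so this is a ratio of signals near background and cannot show what the ratio of the transcript is. Every alternative set before the data were examined that gives Nos1 a value also lies further from the paper's value than this SD, from -0.076 with median centring to 0.13 in slide series A. No value could be given with the authors' value table, by the t-test over its 17 arrays, or with dim spots left out, since fewer than 5 pairs had one.

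Table 3 lists 38 genes at the paper's P under 0.05 without adjustment. All 38 had the paper's direction in the spike-in fit, 29 passed an unadjusted p of 0.05 and 10 passed the adjusted threshold. Another 14 probes outside Table 3 passed the unadjusted p, which makes 43. A t-test over 17 arrays of the authors' value table passed 37 of the 37 genes with a value, but it counts the 2 arrays of each of the 7 dye-swapped pairs, from the same 2 mice, as separate samples. These 37 were all that passed of the 243 probes with a value, so none lay outside Table 3. The methods name Student's t-test without its unit, but this match argues that the paper's test counted the 17 arrays separately. Over the 10 pairs of the spike-in fit a t-test passed 23 of 38.

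The paper lists 9 genes as differing that did not pass an unadjusted p in the spike-in fit: Mvk, Nsdhl, Lss, Fdps, Fdft1, Slc10a1, Cyp2a5, Insig1 and Nos1. Nos1 passed in no alternative, and the other 8 passed by the t-test over 17 arrays of the value table, which lost none of the 29 and has the dye-swap arrays as separate samples. The t-test over 10 pairs passed none of the 9 and lost 6. By limma on the value table Mvk, Nsdhl, Fdps and Fdft1 passed and 2 of the 29 were lost. With loess on all gene spots Fdps, Fdft1, Slc10a1 and Insig1 passed and 4 were lost. With median centring Nsdhl, Lss, Fdps, Fdft1 and Insig1 passed and 9 were lost. Lss, Fdps, Fdft1, Cyp2a5 and Insig1 passed with a dye coefficient, which lost 1, and with 17 arrays as separate samples, which lost 2, and these and Mvk passed in the 7 dye-swapped pairs, which lost 6. With no background subtraction Cyp2a5 and Insig1 passed and 3 were lost, with dim spots left out Insig1 passed and 7 were lost, with the median of spots Mvk passed and 2 were lost, with a term for slide series Fdps passed and 1 was lost, and in slide series A Lss, Fdps, Fdft1 and Insig1 passed and 11 were lost. Without pair 4 Mvk, Lss, Fdps, Fdft1 and Insig1 passed and 2 were lost, without pair 10 Mvk passed and 7 were lost, without pair 7 Cyp2a5 passed and 2 were lost, and Insig1 passed without pair 3, with 5 lost, and without pair 8, with 3 lost. The other settings fixed in the plan passed none of the 9 and lost from 4 to 12.

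Among the alternatives chosen after seeing the values, the spike-in fit with a span of 0.75 passed Mvk, Nsdhl, Lss, Fdps, Fdft1 and Insig1 and lost 4 of the 29 genes. Plain subtraction with loess passed Nsdhl, Fdft1, Slc10a1 and Insig1 and lost 5, and with median centring Nsdhl, Fdps, Fdft1 and Insig1 and lost 5. No background subtraction with loess passed Fdps, Fdft1, Slc10a1 and Insig1 and lost 2, and with median centring Fdps, Fdft1, Cyp2a5 and Insig1 and lost 9. The spike-in fit without saturated control spots passed none and lost 2. Pair 10 without its array with Lean in Cy3 passed Mvk, Nsdhl, Cyp2a5 and Insig1 and lost 1.

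The paper's text and Figure 1 give Ppara as lower in Lean mice and cite Table 3, which does not list it. Its log2 ratio was -0.10 (unadjusted p = 0.433 from limma) and it passed an unadjusted p of 0.05 in none of the 33 alternatives, with the lowest p in slide series A, at a ratio of -0.28.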

Other observations

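Tests chosen only after the result was seen are those of the dye orientations and of the CAR and PXR members that are not P450 genes.

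Several groups of liver genes stand beside those described at the claims. Of 7 complement genes, C4b rose and C9 fell, over all probes and adjusted over the list alone, while C3, the central component, had a log2 ratio of 0.00076 with 5 of 10 pairs on either side of 0. As a list they changed by fry's mixed test (adjusted p = 3.76e-05) and not on balance in one direction (adjusted p = 0.315). Of 10 acute phase genes, Crp rose over all probes and 3 were higher when adjusted over the list alone, with a median of 0.14 and adjusted p of 0.513 in one direction and 0.0122 in either. The median was 0.0033 without pair 4 and -0.061 in slide series A. Saa1 and Saa2, the serum amyloids, had ratios of 0.12 and 0.15 (adjusted p = 0.764 and 0.725). Of 8 genes of lipogenesis Acss2 was higher over all probes and adjusted over the list alone, and the list had a median of 0.10 and an adjusted p of 0.288 by fry, from 0.00236 with loess on all gene spots to 0.993 over the alternatives, while camera gave adjusted p from 0.278 to 1.00 over them. Fasn, fatty acid synthase, had a ratio of 0.26 (adjusted p = 0.297, higher in 8 of 10 pairs) and Scd1, the desaturase, of 0.41 (adjusted p = 0.546, higher in 4 of 10 pairs). None of 9 apolipoprotein genes passed, over all probes or adjusted over the list alone (list median 0.08, adjusted p = 0.513). Cyp7a1, the first enzyme of the classic bile acid pathway, had an array ratio of 0.15 (standard error 0.10, adjusted p = 0.546, higher in 7 of 10 pairs).

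Marker genes of other cells and tissues were tested as lists, and in none did a gene pass over all probes or adjusted over the list alone. The adjusted p by fry was 0.513 for 5 endothelial genes (median 0.11), 0.547 for 7 adipose (median 0.06) and 7 steroidogenic genes (median 0.04), 0.637 for 5 macrophage genes (median 0.04) and 0.667 for 7 genes of brain and retina (median 0.03). The medians of these 5 lists took either sign over the alternatives, from -0.15 to 0.25. In the spike-in fit camera with an estimated correlation gave no adjusted p under 0.720 for any list.

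The 10 genes past the adjusted threshold were weighed against technical explanations. When the direction of Lean and Fat was exchanged in other splits of the pairs, 1 of 100 drawn splits, the real one, gave as many genes, with 10 against a highest other count of 7. A count of 10 was therefore rare among the drawn splits. This speaks to the count as a whole and cannot exclude chance for any single gene. Against dye bias of the pairs with one dye orientation stands the fit with a dye coefficient over 17 arrays, in which all 10 passed with the highest adjusted p at 0.0180 (Lip1, limma). That all 10 had the same sign in the 8 arrays with Lean in Cy3 and in the 9 with Lean in Cy5 adds little, since the genes were picked by their mean over these arrays. The same holds for their sign in both slide series, 10 of 10. With a term for slide series 9 of the 10 passed, and Acss2 did not (adjusted p = 0.0555 from limma). A difference between the lines may underlie these genes, as a hypothesis found and tested on the same data. Hybridisation of a probe to a sequence variant of one line was not tested.

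The SREBP-2 targets, 21 of 22 above 0, might owe their sign to an offset left by the spike-in normalization. Under loess on all gene spots and under median centring 20 of 22 stayed above 0, where 54.6% and 47.5% of all probes did, which argues against this. Nor did signal intensity account for it: of 10000 random lists matched on intensity, from 20 neighbours per member, the share with a median as high was 1e-04, the smallest the draws can give. This share speaks to intensity alone, since it treats genes as independent, and camera gave the list an adjusted p = 0.995 with an estimated correlation. A higher activity of SREBP-2 in Lean liver is a candidate explanation that was not itself tested, and the list did not pass fry's adjusted threshold in the spike-in fit.

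The CAR and PXR target genes, 10 of 11 below 0, could reflect cross-hybridisation among P450 probes, since 7 members are P450 genes of similar sequence. The 4 members that are not (Abcb1a, Abcc3, Alas1 and Slco1a4) had a mean over pairs of their median ratio of -0.19 (95% confidence interval -0.42 to 0.04, n = 10 pairs). The interval includes 0, as cross-hybridisation would give, and 4 genes are too few to decide, so the explanations cannot be told apart. Signal intensity did not account for the pattern, with a share of matched random lists as low of 1e-04, again the smallest possible. Here too genes are treated as independent, and camera gave an adjusted p = 0.720 with an estimated correlation. Receptor activity that differs between the lines stays open as well, untested.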
